# Fetal brain response to maternal inflammation requires microglia

**DOI:** 10.1242/dev.202252

**Published:** 2024-05-22

**Authors:** Bridget Elaine LaMonica Ostrem, Nuria Domínguez-Iturza, Jeffrey A. Stogsdill, Tyler Faits, Kwanho Kim, Joshua Z. Levin, Paola Arlotta

**Keywords:** Microglia, Cortical development, Neuroinflammation, Maternal immune activation

## Abstract

*In utero* infection and maternal inflammation can adversely impact fetal brain development. Maternal systemic illness, even in the absence of direct fetal brain infection, is associated with an increased risk of neuropsychiatric disorders in affected offspring. The cell types mediating the fetal brain response to maternal inflammation are largely unknown, hindering the development of novel treatment strategies. Here, we show that microglia, the resident phagocytes of the brain, highly express receptors for relevant pathogens and cytokines throughout embryonic development. Using a rodent maternal immune activation (MIA) model in which polyinosinic:polycytidylic acid is injected into pregnant mice, we demonstrate long-lasting transcriptional changes in fetal microglia that persist into postnatal life. We find that MIA induces widespread gene expression changes in neuronal and non-neuronal cells; importantly, these responses are abolished by selective genetic deletion of microglia, indicating that microglia are required for the transcriptional response of other cortical cell types to MIA. These findings demonstrate that microglia play a crucial durable role in the fetal response to maternal inflammation, and should be explored as potential therapeutic cell targets.

## INTRODUCTION

Maternal infections and inflammation can disrupt fetal brain development and lead to significant neurological and psychiatric problems in affected offspring (Yamashita et al., 2003; Hornig et al., 2018). Although some pathogens directly infect fetal brain cells, widespread maternal immune system activation and cytokine release in the absence of direct central nervous system (CNS) infection in the fetus are also detrimental to neurodevelopment (Kim and Shresta, 2016). Maternal fever, elevated serum cytokine levels and infection with pathogens that do not cross the placenta all increase the risk of problems such as schizophrenia and autism in affected offspring (Adams et al., 1993; Buka et al., 2001; Brown et al., 2004; Ellman et al., 2010; Hornig et al., 2018). The molecular mechanisms that underlie this association are not well understood.

Maternal immune activation (MIA) in rodents is a well-characterized model for *in utero* inflammation in which pregnant mice are injected with an immune stimulant such as polyinosinic:polycytidylic acid (polyI:C) – a double-stranded RNA molecule that mimics viral infection (Hameete et al., 2020). The offspring of mice subjected to MIA display autism-like phenotypes that are most pronounced in male mice, including abnormal ultrasonic vocalizations and altered interactions with novel objects and mice (Dunaevsky and Bergdolt, 2019). MIA affects dendritic spine density and cortical lamination, and leads to global changes in protein expression in the developing cortex via activation of the integrated stress response (Coiro et al., 2015; Wu et al., 2018; Kalish et al., 2021). However, the specific cellular targets of MIA in the developing brain that mediate autism-like behavioral phenotypes observed in juvenile and adult mice are unknown.

Microglia, the resident phagocytic cells of the nervous system, are poised to respond to a variety of early insults and express receptors for some of the cytokines implicated in MIA, including interleukin-17a (IL-17a) and interleukin 6 (IL-6) (Smith et al., 2007; Choi et al., 2016). Microglia originate from myeloid precursors in the yolk sac and begin to populate the embryonic mouse cortex around embryonic day 9 (E9) (Alliot et al., 1991). Recent studies have demonstrated that microglia play a significant role in the cellular pathophysiology of congenital brain infection with Zika virus and cytomegalovirus, and that MIA impacts microglial motility and the ability to respond to immune stimuli in adulthood (Sakao-Suzuki et al., 2014; Lum et al., 2017; Cloarec et al., 2018; Ozaki et al., 2020; Xu et al., 2020; Hayes et al., 2022). However, it is unknown how MIA affects microglial gene expression *in utero* or whether microglia are necessary for the transcriptional changes observed across other embryonic cell types in the developing brain in response to MIA (Kalish et al., 2021). Here, we show that MIA alters embryonic and juvenile microglial gene expression profiles, and that microglia are necessary for mediating the effects of maternal inflammation on neighboring neurons and neuronal progenitors in the fetal cerebral cortex.

## RESULTS

### Pathogen and cytokine receptor expression across cell types in the developing cerebral cortex

We sought to confirm the expression of receptors relevant to maternal infection and inflammation in microglia, and to identify other cell types that may directly respond to these stimuli. We first interrogated a previously generated single-cell RNA sequencing (scRNA-seq) dataset for expression in embryonic cerebral cortex of receptors for pathogens known to cross the placenta and cause fetal infection (termed TORCH pathogens) and of receptors for cytokines involved in the inflammatory response to maternal infections (Smith et al., 2007; Scott et al., 2008; Choi et al., 2016; Chamera et al., 2020; Bordt et al., 2021; Di Bella et al., 2021; Gordon, 2021; Megli and Coyne, 2022; Taglauer et al., 2022) (Fig. 1A). To generate this dataset, the full thickness of the developing somatosensory cortex was isolated and all embryonic cortical cell types were profiled with high temporal resolution from E12.5 through P1 (Di Bella et al., 2021). We found that receptors implicated in MIA were robustly expressed in microglia, and absent in progenitor and neuronal cell types, including *Tlr3*, the receptor for Poly(I:C), and *Il17ra*, the receptor for IL-17a, which plays a crucial role in mediating behavioral phenotypes in MIA (Choi et al., 2016). We calculated a gene module score to quantify cumulative expression of TORCH and cytokine receptors over time, henceforth referred to as CytoTORCH module score (Fig. 1B and Materials and Methods). Microglia displayed a higher score than any other cell type in the developing cortex [*P*<0.05 for ANOVA and for pairwise comparisons between microglia and all other cell types using Tukey's Honest Significance tests (HSTs)]. Several non-neuronal cell types, including pericytes and endothelial cells, also displayed a relatively high CytoTORCH module score. Overall, these data suggest that microglia are poised to act as immediate responders to a broad range of inflammatory and infectious insults in the developing cortex.

**Fig. 1.**
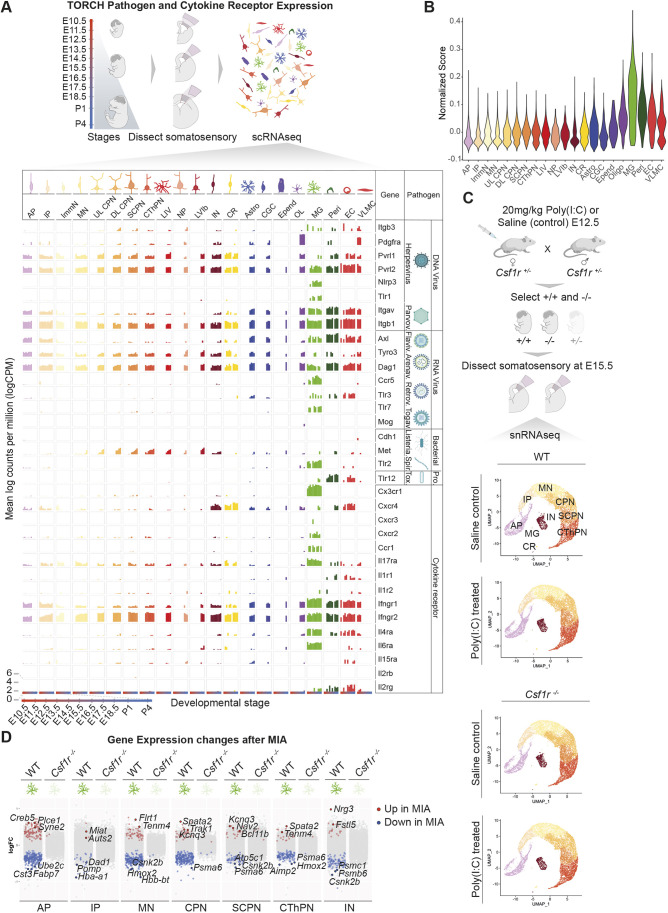
**Brain transcriptional changes after MIA require microglia.** (A) Simplified schematic of sample processing pipeline from Di Bella et al. (2021) and bar plots of TORCH pathogen and cytokine receptor expression (mean log counts per million) in each cell type across development. (B) Violin plot of CytoTORCH module score for each cell cluster (MG, *P*<0.05 for ANOVA and for pairwise comparisons between microglia and all other cell types using Tukey's HST). (C) Overview of experimental design (top) and UMAP visualization of snRNAseq data from the developing somatosensory cortex of E15.5 wild-type and *Csf1r^−/−^* mice after saline or Poly(I:C) maternal injection at E12.5 (two or three embryos per condition from a total of four pregnant dams, 42,736 total cells) (bottom). Cells are colored by cell type assignment. (D) Dot plots of log(fold change) in gene expression between MIA and saline for cell types with significant changes at E15.5. DEG analysis was performed using NEBULA. AP, apical progenitors; IP, intermediate progenitors; ImmN, immature neurons, MN, migrating neurons; (UL/DL) CPN, (upper layer/deep layer) callosal projection neurons; SCPN, subcerebral projection neurons; CThPN, corticothalamic projection neurons; LIV, layer IV stellate neurons; IN, interneurons; CR, Cajal-Retzius cells; Astro, astrocytes; CGC, cycling glial cells; Epend; ependymal cells; OL, oligodendroglia; MG, microglia; Peri, pericytes; EC, endothelial cells; VLMC, vascular and leptomeningeal cells. Created with BioRender.com.

### Microglia mediate the response to immune activation of other cell types in the developing cortex

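Nuclei of the prospective somatosensory cortex were isolated at E15.5 from male embryos of dams injected at E12.5 with saline or with 20 mg/kg Poly(I:C), a synthetic double-stranded RNA used to imitate a viral infection. Each of the 4 groups, wild type or Csf1r-null after saline or MIA, had 2 libraries of 1 or 2 embryos each. By the legend of Fig. 1 the embryos came from 4 dams, and the files do not say which library came from which dam, so wild-type and Csf1r-null libraries of a treatment may share a dam. The libraries were made with a droplet method that tags every captured RNA molecule with a unique molecular identifier (UMI). The authors deposited the number of UMIs per gene and barcode that Cell Ranger counted against mm10, with no normalization. The 4 replicate 1 libraries list 6794880 barcodes each, empty droplets included, and the 4 replicate 2 libraries list between 4653 and 6198 barcodes that the software had kept. Barcodes with at least 500 UMIs and 200 genes were taken as nuclei, as in the paper. Doublets were removed by their Scrublet score at 0.8% per 1000 nuclei. Nuclei were clustered without Csf1r and without the genes of Table S2, and clusters were named from lists of marker genes. UMIs were then summed per library and cell type, so that the library is the replicate. MIA was compared with saline by edgeR's quasi-likelihood test on these sums with TMM normalization, with all 4 groups of a cell type in 1 model and Benjamini-Hochberg adjustment within each cell type at 0.05. Means are in CPM, the UMIs of a gene scaled to a library of 1e6, with the SD over 2 libraries, and gene positions are those of GRCm38.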

To determine whether microglia directly impact how other embryonic neocortical cell types respond to maternal inflammation, we performed single-nucleus RNA sequencing (snRNA-seq) of the developing somatosensory cortex in *Csf1r* null mice and wild-type littermate controls after MIA or sham saline injection at E12.5 (Fig. 1C). *Csf1r* null mice have grossly normal embryonic brain development but lack microglia because the encoded receptor, CSF1R, is required for microglial development (Erblich et al., 2011). Microglia are the only cell types in the CNS known to express CSF1R; therefore, the effects of *Csf1r* knockout on the brain can be attributed to the loss of microglia (Raivich et al., 1998; Sierra et al., 2007). We focused our analysis on the developing somatosensory cortex, due to a previous detailed developmental characterization of the cell types in this region and the demonstrated abnormalities in the somatosensory cortex in the setting of MIA and autism (Khan et al., 2015; Reed et al., 2020). We analyzed male mice only, given the sex-dependent effects of MIA at both the molecular and behavioral level (Xuan and Hampson, 2014; Gogos et al., 2020). An appropriate maternal inflammatory response to Poly(I:C) injection was confirmed via cytokine array profiling (Fig. S1A). Gene expression was analyzed at E15.5, to allow sufficient time (72 h) for microglia to express cell signaling factors that may affect surrounding cell types. After quality control and doublet filtering (Table S1 and Materials and Methods), we analyzed the expression profiles of 42,736 cells. 

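After the filter on UMIs and genes, 43456 nuclei were left, and 41539 after the removal of 1917 doublets. The nuclei of a library held between 9897721 and 17605575 UMIs in all, with a median over the 8 libraries of 12502242.5. A library had between 4552 and 6198 nuclei before doublet removal, and the median nucleus held between 1469 and 2953.5 UMIs, depending on the library. The 41539 nuclei formed 19 clusters. By their markers, 8980 nuclei were migrating neurons, 7298 subcerebral projection neurons (SCPNs), 5169 corticothalamic projection neurons, 4604 apical progenitors (APs), 3885 intermediate progenitors (IPs), 3083 interneurons and 2774 callosal projection neurons. Smaller clusters held 137 Cajal-Retzius cells, 59 pericytes and 31 microglia-like nuclei. A pair of clusters with 3803 and 1716 nuclei met no marker list and took no part in the tests by cell type.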

We clustered the cells using the Louvain algorithm and annotated the clusters *post hoc*, based on expression of canonical marker genes. We identified 16 clusters, with identities and transcriptional profiles corresponding to nine previously described cell types at E15.5 (Di Bella et al., 2021), including apical progenitors (APs) and intermediate progenitors (IPs), migrating neurons, major subtypes of cortical projection neurons and interneurons, and Cajal Retzius cells (Fig. S1B). As expected, we observed a small cluster representing microglia in wild-type animals; this cluster was the only cluster that expressed *Csf1r*, and this cluster was nearly abolished in *Csf1r*-null mice (Fig. S1C,D). 

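The microglia-like cluster was found from markers such as C1qa, Cx3cr1 and P2ry12, with Csf1r left out. It held 9 of 4515 nuclei in wild-type saline replicate 1, 9 of 5787 in wild-type MIA replicate 1 and 6 of 4479 in wild-type saline replicate 2. It held 0 of 5719 nuclei in Csf1r-null saline replicate 1, 0 of 4386 in Csf1r-null MIA replicate 1 and 0 of 5891 in Csf1r-null MIA replicate 2, which allows shares of up to 0.0525%, 0.0684% and 0.0509%. The remaining pair of libraries went against their labels. The library labelled wild-type MIA replicate 2 had 0 of 5085 such nuclei, which allows up to 0.0590%, and the library labelled Csf1r-null saline replicate 2 had 7 of 5677, or 0.123% (95% exact Clopper-Pearson interval 0.0496 to 0.254). Csf1r itself (ENSMUSG00000024621), counted over all nuclei, showed the same placing of the libraries. It had 23, 22 and 11 UMIs in wild-type saline 1, wild-type MIA 1 and wild-type saline 2, or 1.91, 1.34 and 0.982 CPM, and 4, 2 and 1 UMIs in Csf1r-null saline 1, MIA 1 and MIA 2, or 0.296, 0.143 and 0.0980 CPM. The library labelled wild-type MIA replicate 2 had 0 UMIs of Csf1r, which allows up to 0.292 CPM, and the library labelled Csf1r-null saline replicate 2 had 10, or 1.10 CPM (95% exact Poisson interval 0.525 to 2.02). A group of 12 microglial markers, C1qa and Cx3cr1 among them, summed to 383, 203 and 156 UMIs in the 3 wild-type libraries named first, and to 5, 4 and 12 in the 3 Csf1r-null libraries. They summed to 10 in the library labelled wild-type MIA replicate 2 and to 149 in the library labelled Csf1r-null saline replicate 2. The intervals cover counting error only. By the deposited labels, the mean share of microglia-like nuclei was 0.122% ± 0.0859 (SD, n = 4) in wild type and 0.0308% ± 0.0617 (SD, n = 4) in Csf1r-null, and a two-sided exact permutation test gave p = 0.143 (smallest p of the design 0.0286). With the labels of both contradicting libraries exchanged, an alternative chosen after seeing the data, the difference was 0.153 percentage points and the exact permutation p was 0.0286. These libraries were picked by the same share, and the groups then part fully, so the choice fixed that p and it is no evidence. Every value for nuclei in the text uses the labels as deposited unless it says otherwise, so each direction in wild type or Csf1r-null rests on these labels.

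**Figure D1:**
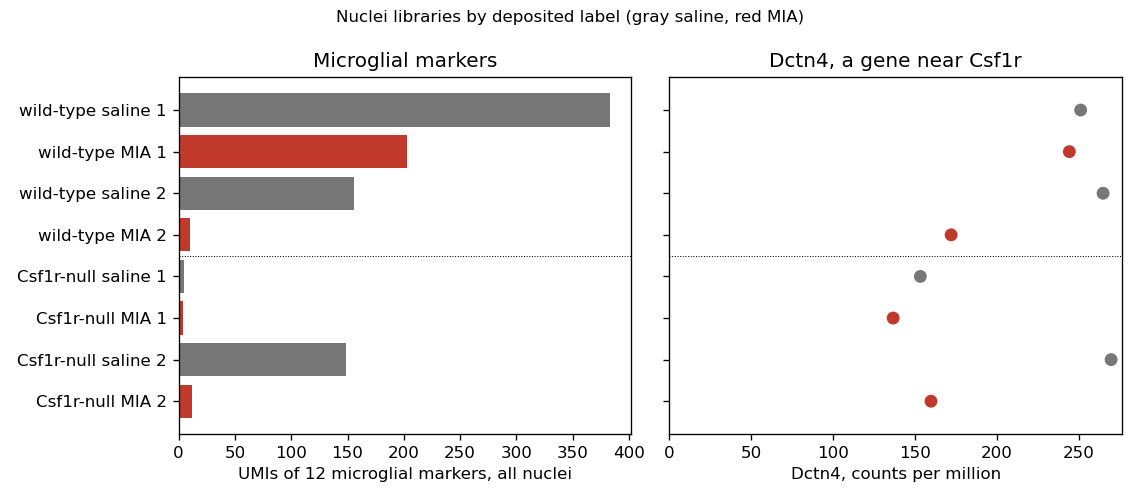
UMIs of 12 microglial markers summed over all nuclei (left, bars) and CPM of Dctn4, a gene near Csf1r (right, points), in each of the 8 nuclei libraries by deposited label, with saline in gray and MIA in red. The library labelled wild-type MIA replicate 2 has 10 marker UMIs and 172.2 CPM of Dctn4, and the library labelled Csf1r-null saline replicate 2 has 149 and 269.9.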

The absence of microglia in *Csf1r*-null mice was confirmed by immunohistochemistry (Fig. S1E). 

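The share of each cell type among the nuclei of a library was compared between MIA and saline with labels permuted within genotype, 4 libraries against 4. Apical progenitors made up 12.1% ± 1.54 (SD, n = 4) after MIA and 10.1% ± 0.856 (SD, n = 4) after saline, with a two-sided exact permutation p of 0.0556, the smallest that this design gives, and 0.556 after Benjamini-Hochberg adjustment over 10 cell types. With nuclei of at least 1000 UMIs, no cell type reached the smallest p. Interneurons made up 5.29% ± 0.932 after MIA and 10.2% ± 9.46 after saline (exact permutation p = 0.444). The spread in the saline group came from wild-type saline replicate 1, in which 24.3% of the nuclei were interneurons. Migrating neurons were at 22.0% and 21.0%, SCPNs at 18.2% and 16.8%, corticothalamic neurons at 12.9% and 12.0%, callosal neurons at 6.29% and 7.04% and intermediate progenitors at 9.57% and 9.10% after MIA and saline, each with an exact permutation p of at least 0.333. Within 1 genotype, 2 libraries against 2 cannot give an exact p under 0.333. The same limit holds for 4 dams, 2 after MIA and 2 after saline, and as littermates may be among the 4 libraries of a side, the p and SDs given over 4 libraries take as independent what may not be.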

MIA did not alter non-microglial cell type distributions in wild type or *Csf1r*-null mice (binomial generalized linear mixed effects model, Fig. S1D).

Differentially expressed genes (DEGs) between MIA and saline control for each cell type were identified by negative binomial mixed model using a large-sample approximation (NEBULA) (He et al., 2021). In agreement with previous findings, MIA led to significant gene expression changes across multiple cell types in the developing cortex (Fig. 1D) (Kalish et al., 2021). 

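Summed over APs, IPs, migrating neurons, CPNs, SCPNs, CThPNs and interneurons, 70985 pairs of a gene and a cell type passed edgeR's filter on low counts. In the libraries labelled wild-type, edgeR called 0 of them between MIA and saline at an adjusted p of 0.05, and 4659 had an unadjusted p under 0.05. With no change at all edgeR would give a share of 0.05 of the pairs, and 4659 is a little above that. Without a filter on low counts, the setting that moved the number most, it called 397, of which 330 were lower after MIA. With the library of wild-type saline replicate 2 left out it called 255, and with the replicate number as a block in the model 247. In simulated data with this design, edgeR found between 6.5% and 14% of 200 genes changed 2-fold, depending on the cell type. The paper's wild-type lists in Table S2 hold 1121 pairs, of which 1120 could be tested here. All 1120 moved in the direction the paper gives, by a median of 0.58 on the log2 scale in that direction. Adjusted over the list alone, edgeR called 182 of 320 genes in APs, 10 of 22 in IPs, 145 of 235 in migrating neurons, 103 of 248 in CPNs, 3 of 69 in SCPNs, 0 of 131 in CThPNs and 87 of 96 in interneurons. Interneurons were 24.3% of the nuclei of wild-type saline replicate 1, so the make-up of that class may differ there, and its calls may reflect this. The study chose these lists on the same libraries, so neither the shared direction nor the calls adjusted over the list alone are independent evidence.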

We found that eliminating microglia via *Csf1r* knockout abolished most of these effects. 

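In the libraries labelled Csf1r-null, edgeR called 0 of the 70985 pairs between MIA and saline, and 882 had an unadjusted p under 0.05. That is below the share of 0.05 due where nothing changes, so the gap to wild type is no measure of the response. Of the 1120 pairs from the paper's wild-type lists, 656, or 58.6%, moved in the paper's wild-type direction in Csf1r-null nuclei, with a median change of 0.02 on the log2 scale. By cell type, this share was 70.6% in APs, 90.9% in IPs, 43.6% in migrating neurons, 37.9% in CPNs, 84.1% in SCPNs, 71.0% in CThPNs and 65.6% in interneurons. Adjusted over the list alone, 0 of these genes were called in Csf1r-null nuclei. Single libraries moved the share widely. It was 16.8% without Csf1r-null MIA replicate 1, 88.9% without Csf1r-null MIA replicate 2 and 50.4% without the library labelled Csf1r-null saline replicate 2. The difference between the responses of both genotypes was tested as an interaction, which called 0 pairs by edgeR. At an unadjusted p under 0.05 it had 2071, also below a share of 0.05. In simulated data, edgeR's interaction test found between 0% and 1.5% of genes changed 2-fold. The same genes were also compared between the saline groups. Of the 1120 pairs, 1115 (99.6%) differed between wild-type saline and Csf1r-null saline in the direction of the wild-type response, by a median of 0.49. Both comparisons share the wild-type saline libraries, which by itself makes them alike. The ratio of the median in the saline comparison to that in the wild-type response was 0.849. Simulated counts with shared controls and no difference between any groups gave 0.517 (range 0.368 to 0.617) over 5 draws per cell type, with 91.0% of pairs in the same direction. Each gene was drawn on its own there, so genes that move together could give a wider range. The ratio of 0.849 thus does not settle whether the genotypes differ after saline. Within replicate 1, 99.6% of the pairs moved in the paper's direction in wild type (median 0.48) and 84.9% in Csf1r-null (median 0.22). Within replicate 2, whose MIA library on the wild-type side and saline library on the Csf1r-null side are those that the microglial genes contradict, the shares were 99.7% (median 0.63) and 21.3% (median -0.15).

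**Figure D2:**
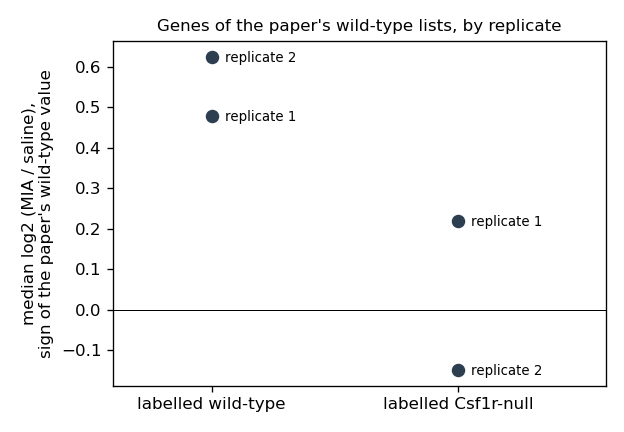
Median log2 ratio of MIA to saline over the genes of the paper's wild-type lists, signed by the paper's wild-type value, with 1 point per replicate for the libraries labelled wild-type and Csf1r-null. The wild-type points lie at 0.48 and 0.63, and the Csf1r-null points at 0.22 in replicate 1 and -0.15 in replicate 2.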

Similar results were obtained by analyzing DEGs via DESeq2 using pseudobulked counts (Fig. S1F and Materials and Methods).

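DESeq2 was run on the same sums per library and cell type, with the Wald test and an adjusted p of 0.05. It called 77 pairs in the libraries labelled wild-type, 2 higher and 75 lower after MIA, with 2295 at an unadjusted p under 0.05. It called 0 pairs in the libraries labelled Csf1r-null, with 128 at an unadjusted p under 0.05, and 0 in the interaction, with 701. Of the paper's wild-type lists it called 39 genes in APs, 10 in migrating neurons and 12 in interneurons, and 0 in the other 4 cell types. In simulated data with this design it found between 7% and 28.5% of genes changed 2-fold in wild type and between 0.5% and 6% in the interaction.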

We examined MIA-induced, microglia-dependent gene expression changes in neurons and neuronal progenitors. We found several expression changes in genes involved in neuronal development (Table S2). For example, in wild type but not *Csf1r*-null mice exposed to MIA, migrating neurons showed increased expression of *Flrt1*, which encodes a cell-cell adhesion molecule that regulates neuronal migration and neurite outgrowth (Wheldon et al., 2010; Del Toro et al., 2017). 

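Flrt1 (ENSMUSG00000047787, chromosome 19 from 7092001 to 7105729) had 163 ± 30.7 CPM (SD, n = 2) in migrating neurons after MIA and 84.9 ± 11.6 CPM (SD, n = 2) after saline in the libraries labelled wild-type. The log2 fold change was 0.94 with a standard error of 0.41, and edgeR gave an adjusted p of 0.696. It passed edgeR's threshold with no filter on low counts, and not with the replicate number as a block. Csf1r-null libraries, by label, had 161 ± 97.1 CPM after MIA and 108 ± 47.2 CPM after saline, a log2 fold change of 0.57 with a standard error of 0.40 that lay between -0.23 and 1.12 with single libraries left out. The difference between both responses was 0.37 with a standard error of 0.57 (edgeR's adjusted p for the interaction 0.999).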

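Tenm4 (ENSMUSG00000048078, chromosome 7 from 96171246 to 96911093) was measured in 3 types of neurons. In migrating neurons labelled wild-type it had 428 ± 37.0 CPM (SD, n = 2) after MIA and 278 ± 8.35 CPM after saline, a log2 fold change of 0.63 with a standard error of 0.23 (edgeR's adjusted p 0.682). The log2 fold changes in corticothalamic and callosal projection neurons were 0.48 and 0.52, with edgeR's adjusted p at 1 and 0.822. By label, the Csf1r-null libraries had changes of 0.04, 0.14 and 0.18. With single libraries left out each of these changed sign, between -0.30 and 0.30, -0.29 and 0.45, and -0.05 and 0.50. In migrating neurons the difference between the genotypes was 0.58 (edgeR's adjusted p for the interaction 0.999).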

Migrating neurons, corticothalamic projection neurons (CThPNs) and callosal projection neurons (CPNs) showed increased expression of *Tenm4*, a risk gene for schizophrenia that encodes a transmembrane protein that regulates axon guidance (Hor et al., 2015; Yi et al., 2021).

APs showed increased expression of *Auts2*, a marker of frontal cortical identity that is involved in synapse formation and axon elongation (Pang et al., 2021). 

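Auts2 (ENSMUSG00000029673, chromosome 5 from 131437333 to 132543344) had 2051 ± 39.4 CPM (SD, n = 2) in apical progenitors after MIA and 1531 ± 190 CPM after saline in the libraries labelled wild-type. Its log2 fold change of 0.42 (standard error 0.18) had an adjusted p of 0.552 by edgeR. With the Csf1r-null label the log2 fold change was 0.04 (between -0.15 and 0.26 with single libraries left out), and the interaction was 0.39 (edgeR's adjusted p 0.999).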

We performed Gene Ontology (GO) analysis of DEGs using the enrichGO() function from clusterProfiler to more broadly query molecular pathways and functions that are altered by *in utero* inflammation in a microglia-dependent manner. GO analysis demonstrated that immune activation led to microglia-dependent upregulation of genes involved in neuronal fate commitment, axon guidance and non-canonical Wnt signaling (Fig. S1G).

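Sets of genes fixed by name were tested in place of GO terms with limma's camera, at its preset correlation of 0.01 between genes, in each of the 7 cell types. In the libraries labelled wild-type, the median over cell types of a set's median log2 change after MIA was -0.48 for proteasome subunits, -0.48 for oxidative phosphorylation, -0.26 for ribosomal proteins and -0.26 for ER stress genes, and camera called each of these sets lower in 7 of 7 types. Proteasome medians lay between -0.55 and -0.34. Hemoglobin genes (-1.04) were called lower in 6 types, cell cycle genes (-0.23) in 4, and replication-dependent histones (-0.38) and mitochondrial transcripts (-0.29) in 3 each. Interferon response genes (0.01) were called lower in 0 types. In the libraries labelled Csf1r-null, the medians were -0.05 for the proteasome (0 types), -0.08 for oxidative phosphorylation (4 types), -0.01 for ribosomal proteins (2 types), -0.12 for ER stress (2 types), -0.19 for hemoglobin (1 type) and -0.03 for the cell cycle (1 type). Over all sets and types, camera called 44 of 62 in wild type and 13 of 62 in Csf1r-null. In the test of the difference between both genotypes it called 33 of 62, among them the proteasome (-0.38) and oxidative phosphorylation (-0.38) in 7 types, ribosomal proteins (-0.33) in 6, hemoglobin (-0.87) in 5, the cell cycle (-0.13) in 3 and ER stress (-0.16) in 1. The saline libraries differed alike, with 34 of 62 called between wild-type and Csf1r-null saline and medians of -0.41 for the proteasome, -0.40 for oxidative phosphorylation and -1.31 for hemoglobin. The wild-type saline libraries serve in that comparison and in the wild-type response, which by itself makes both alike. No value with shared controls and no genotype difference was simulated for these sets, so the likeness alone decides nothing. None of camera's calls, here or in microglia, held under fry, a rotation test that estimates the correlation from the libraries, at the same threshold. The share of mitochondrial and ribosomal transcripts moved with the proteasome: with it as a covariate, the proteasome median in wild type was -0.32.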

We observed that MIA in the presence, but not absence, of microglia induced widespread downregulation in expression of genes involved in proliferation, energy metabolism and protein catabolism (Fig. S1H). The expression of multiple proteasomal subunits was reduced, including *Psma6* (migrating neurons, CThPNs, CPNs, APs and interneurons), *Psmb6* (migrating neurons, CThPNs, CPNs, APs and interneurons), *Psmb2* (APs and migrating neurons) and *Psmb4* (CPNs and APs). 

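Values are given for the first cell type named for each subunit, in the libraries labelled wild-type. Psma6 (ENSMUSG00000021024, chromosome 12 from 55384222 to 55418454) fell in migrating neurons from 169 ± 41.3 to 96.9 ± 9.58 CPM (SD, n = 2 each), a log2 fold change of -0.80 with a standard error of 0.30. Psmb6 (ENSMUSG00000018286, chromosome 11 from 70525367 to 70527858) fell in the same neurons from 289 ± 65.7 to 155 ± 3.02 CPM, a log2 fold change of -0.90 (edgeR's adjusted p 0.682). DESeq2 called Psmb6 in migrating neurons with an adjusted p of 0.0284, and in interneurons, where the log2 fold change was -1.25, with 0.0368 (edgeR 0.296). The interneurons of wild-type saline replicate 1 may differ in make-up from those of the other libraries. Psmb2 (ENSMUSG00000028837, chromosome 4 from 126677630 to 126709714) fell in APs from 170 ± 0.197 to 108 ± 4.91 CPM, a log2 fold change of -0.65. Psmb4 (ENSMUSG00000005779, chromosome 3 from 94884093 to 94886961) fell in CPNs from 170 ± 2.91 to 118 ± 13.3 CPM, a log2 fold change of -0.51. Under the Csf1r-null label the changes were 0.07 for Psma6, 0.18 for Psmb6, 0.03 for Psmb2 and -0.03 for Psmb4. With single libraries left out they lay between -0.52 and 0.49, -0.09 and 0.40, -0.29 and 0.32, and -0.33 and 0.31. The interaction in migrating neurons was -0.87 for Psma6 and -1.08 for Psmb6, and edgeR's adjusted p for Psmb6 was 0.999. Over the 14 pairs of a subunit and a cell type that the paper names, 14 were lower after MIA in wild type (median -0.76) and 6 in Csf1r-null (median 0.03). EdgeR called 0 of the 14 wild-type pairs at its threshold and DESeq2 2. With the replicate number as a block edgeR called 2, Psma6 (adjusted p 0.0159) and Psmb6 (0.0444) in APs, and 0 in Csf1r-null.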

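Hemoglobin transcripts in nuclei of neurons and progenitors were measured beside the level of free RNA, since blood could add them to droplets. Hbb-bs (ENSMUSG00000052305, chromosome 7 from 103826534 to 103828096) fell in callosal projection neurons labelled wild-type from 101 ± 24.9 to 46.6 ± 2.26 CPM (SD, n = 2 each), a log2 fold change of -1.13 with a standard error of 0.33. Hbb-bt (ENSMUSG00000073940, chromosome 7 from 103812524 to 103813996) fell in APs from 87.7 ± 9.21 to 50.7 ± 10.1 CPM, a log2 fold change of -0.78. Hba-a1 (ENSMUSG00000069919, chromosome 11 from 32283511 to 32284465) fell in callosal neurons from 52.6 ± 16.1 to 30.8 ± 7.01 CPM, a log2 fold change of -0.83 with a standard error of 0.31. Hba-a2 (ENSMUSG00000069917, chromosome 11 from 32296489 to 32297298) fell in APs from 111 ± 14.1 to 64.2 ± 15.3 CPM, a log2 fold change of -0.77. For these 4 genes edgeR's adjusted p was between 0.522 and 0.822. Changes in the libraries labelled Csf1r-null were -0.27 for Hbb-bs, -0.61 for Hbb-bt, -0.09 for Hba-a1 and 0.10 for Hba-a2, and all but that of Hbb-bt changed sign with a single library left out. Over 13 pairs of a hemoglobin gene and a cell type, 13 were lower after MIA in wild type (median -1.01) and 10 in Csf1r-null (median -0.09). With the replicate number as a block, edgeR called 2 of the 13 in wild type, Hbb-bt (adjusted p 0.0383) and Hba-a1 (0.00120) in IPs. Over all nuclei, the hemoglobin genes summed went from 544 to 330 and from 379 to 265 CPM after MIA in the replicates labelled wild-type, and up from 200 to 364 and from 211 to 437 CPM in those labelled Csf1r-null. The embryonic globins Hbb-y and Hba-x went the other way from the adult ones in wild-type replicate 1, from 6.01 to 47.0 and from 1.82 to 21.4 CPM. In wild-type replicate 2 they went from 5.10 to 4.199 and from 1.57 to 10.7 CPM. In replicates 1 and 2 labelled Csf1r-null, Hbb-y went from 2.95 to 84.3 and from 41.9 to 84.3 CPM. Hba-x went from 0.504 to 36.5 and from 5.99 to 53.5 CPM there. Hbb-y and Hba-x were higher after MIA over the 6 libraries whose labels are not contradicted, by 3.93 and 4.80 on the log2 scale (edgeR's adjusted p 0.00591 each, with the replicate number as a block). They are named because they had the smallest p of 14030 genes in that fit. In replicate 1, whose files hold the empty droplets, barcodes of at most 100 UMIs had 1392 CPM of hemoglobin in wild-type saline and 1022 in wild-type MIA, against 544 and 330 over all nuclei. In Csf1r-null the sum over all nuclei rose, while 10 of the 13 pairs within cell types were lower. That sum, which holds unnamed clusters too, thus does not stand for neurons and progenitors.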

There was also a reduction in hemoglobin gene expression, including *Hbb-bs* (CPNs, APs and IPs), *Hbb-bt* (APs, IPs, migrating neurons and CPNs), *Hba-a1* (CPNs, APs, IPs and migrating neurons) and *Hba-a2* (APs and migrating neurons), suggesting widespread alterations in cell energetics. Furthermore, MIA reduced the expression of genes involved in positive regulation of viral processes in wild type but not *Csf1r*-null mice. For example, in CThPNs, CPNs and migrating neurons, MIA reduced expression of *Tsg101*, which encodes an ESCRT complex member that mediates viral budding, whereas expression of *Banf1*, which is involved in retroviral intermolecular integration, was reduced in APs and CPNs (Jamin and Wiebe, 2015; Leis et al., 2021). Additionally, in APs, IPs, SCPNs, CThPNs, CPNs, migrating neurons and interneurons, MIA resulted in downregulation of *Ppia*, which functions in the replication and infectivity of several viruses, and regulates the host type I interferon response to viral infections (Hoffmann and Schiene-Fischer, 2014). All of these responses were abrogated in the *Csf1r*-null mice. 

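Tsg101 (ENSMUSG00000014402, chromosome 7 from 46888949 to 46919969) fell in CThPNs labelled wild-type from 193 ± 12.0 to 156 ± 3.36 CPM (SD, n = 2 each), a log2 fold change of -0.31 with a standard error of 0.21 (edgeR's adjusted p 1). Banf1 (ENSMUSG00000024844, chromosome 19 from 5364638 to 5367168) fell in APs from 164 ± 24.7 to 124 ± 4.39 CPM, a log2 fold change of -0.40 with a standard error of 0.25 (edgeR's adjusted p 0.662). With the share of mitochondrial and ribosomal transcripts as a covariate, the change of Banf1 was 0.07. Tsg101 changed by 0.09 and Banf1 by -0.02 in the libraries labelled Csf1r-null, and both changed sign with a single library left out.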

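Ppia (ENSMUSG00000071866, chromosome 11 from 6415443 to 6419817) fell in APs labelled wild-type from 1635 ± 111 to 995 ± 12.9 CPM (SD, n = 2 each), a log2 fold change of -0.72 with a standard error of 0.17. In edgeR this had an adjusted p of 0.453, and in DESeq2 an adjusted p of 0.00111. Ppia also passed edgeR's threshold in APs with no filter on low counts and with the replicate number as a block. Over the 7 cell types its log2 change lay between -0.72 and -0.42 in wild type and between -0.34 and 0.07 in Csf1r-null. In APs labelled Csf1r-null it was -0.21 with a standard error of 0.17, and the interaction was -0.51 (edgeR's adjusted p 0.999).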

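Of 44 pairs of a gene and a cell type that the paper names in nuclei, 44 moved in the paper's direction in the libraries labelled wild-type and 29 in those labelled Csf1r-null. The median signed change of the 5 pairs reported as raised was 0.52 in wild type and 0.14 in Csf1r-null, and all 5 were above 0 in both. The 12 pairs of viral process genes, Tsg101, Banf1 and Ppia, had a median of -0.60 in wild type, with 12 lower, and -0.08 in Csf1r-null, with 8 lower. Summed over the 44 pairs, edgeR called 0 in either genotype at its threshold. DESeq2 called 3 in wild type and edgeR with the replicate number as a block 5, and both called 0 in Csf1r-null. With single libraries left out, 0 of the 44 changed sign in wild type and 35 in Csf1r-null. From the loss of these responses in Csf1r-null mice, the paper concludes that the responses of neurons and progenitors to MIA depend on microglia.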

Taken together, these findings show that microglia are necessary for widespread gene expression changes that occur in multiple embryonic CNS cell types in response to maternal inflammation.

### Single-cell transcriptional atlas of embryonic microglia

To fully delineate microglial molecular identity in the developing somatosensory cortex and to ask whether specific microglial substates could be responsible for mediating the effects of MIA, we built a comprehensive scRNA-seq atlas of purified microglia across embryonic cortical development. Previous studies of microglial transcriptional heterogeneity have included limited embryonic ages and brain regions, precluding a detailed understanding of lineage relationships and substate-specific roles in development and disease in the context of dorsal cortical development (Matcovitch-Natan et al., 2016; Hammond et al., 2019; Li et al., 2019). We performed scRNA-seq on wild-type microglia isolated from the prospective mouse somatosensory cortex throughout cortical development: embryonic day (E)12.5 and E13.5 (birthdate of layer 5 and 6 excitatory neurons), E14.5, E15.5 and E16.5 (birthdate of layer 2/3 and 4 excitatory neurons), E18.5 and postnatal day (P)1 (end of neurogenesis and transition to gliogenesis). To reduce *ex vivo* microglial activation, we performed nonenzymatic single-cell isolation under cold conditions (Hammond et al., 2019; Stogsdill et al., 2022) (Fig. 2A and Materials and Methods). Prospective mouse somatosensory cortical tissue was minced and dounce-homogenized, and microglia were labeled using antibodies against CX3CR1, CD11b and CD45, and purified via fluorescence-activated cell sorting (FACS) (Fig. S2A). Overall, we collected 831 to 6932 cells that passed quality filters per timepoint (Table S1). We clustered the cells using the Louvain algorithm, manually removed non-microglial clusters (which made up less than 3% of collected cells) and annotated the clusters *post hoc* (see Materials and Methods for details). We observed minimal expression of markers of *ex vivo* microglial activation (Marsh et al., 2022) (Fig. S2B).

**Fig. 2.**
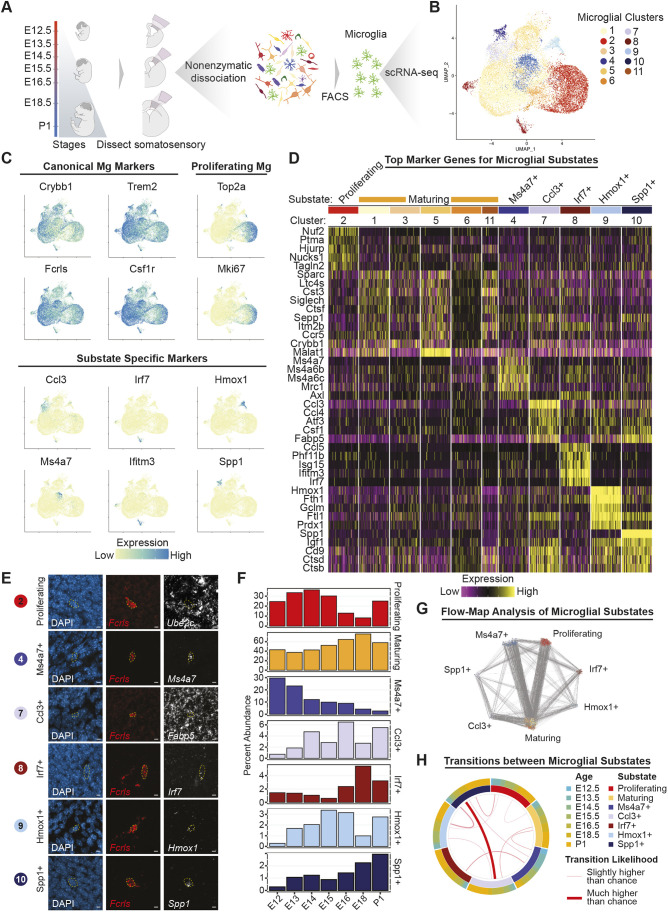
**Comprehensive atlas of embryonic microglia.** (A) Overview of experimental design for isolation of microglia for scRNA-seq. (B) UMAP visualization of microglia scRNAseq data from the developing somatosensory cortex of wild-type mice (combined UMAP representing 11 samples of 5-10 pooled embryos each, *n*=21,135 total microglia). Cells are colored by microglia cluster assignment. (C) UMAP plots from B colored for expression of canonical, proliferating and substate-specific microglial marker genes. (D) Heat map of the most differentially expressed genes in each microglia substate, grouped by cluster. (E) Multiplex RNA *in situ* hybridization (RNAScope) at E15.5 of key markers for individual microglial substates and the pan-microglial marker *Fcrls* (*Fcrl2*). Images are from the following dorsal cortical regions: ventricular zone (*Ube2c* and *Irf7*), subventricular zone (*Spp1*), and intermediate zone (*Ms4a7*, *Fabp5* and *Hmox1*). Scale bars: 5 μm. (F) Bar charts of microglial substate proportions over developmental time. (G) A force-directed weighted graph created by FLOWMAP algorithm representing microglia substate transitions. Cells are grouped by substates and each gray line represents one likely transition between cell types due to transcriptional similarity. The largest number of transitions occur between Ms4a7^+^ and maturing microglia, and between proliferating and maturing microglia. (H) Over-represented microglial substate transitions across time created using the BioCircos R package. The inner circle represents each substate, while the outer circle shows the distribution of ages of cells within each substate. Lines connecting substates depict transitions that happen more likely than chance when taking into account the number of cells within each substate, as calculated by a Fisher's exact test (FDR adjusted *P*<0.01). Line thickness represents the odds ratio of a transition, as calculated using Fisher's exact test.

Our analysis revealed 11 microglial clusters present during embryonic corticogenesis (Fig. 2B). All clusters expressed canonical microglial markers such as *Crybb1* and *Trem2* (Fig. 2C). We did not find evidence of *Hoxb8* expression in any cluster at any timepoint (De et al., 2018). Clusters 1, 3, 5, 6 and 11 were transcriptionally similar to one another, and expressed markers of embryonic microglia previously described in studies of normal microglial development and maturation (Matcovitch-Natan et al., 2016; Hammond et al., 2019). Thus, these clusters were grouped together as likely representing a single substate: ‘maturing microglia’. The remaining clusters (2, 4, 7, 8, 9 and 10) expressed canonical microglial markers and also displayed high expression of identifying marker genes that were minimally expressed in other clusters; these clusters were annotated as unique microglial substates (Fig. 2C,D). We confirmed microglial expression of key substate markers in the dorsal cortex by RNA *in situ* hybridization (Fig. 2E). Substate diversity increased over time, and substates with more unique gene expression profiles (clusters 7, 8, 9 and 10) displayed an overall higher relative abundance in later embryonic ages (Fig. 2F).

### A cluster of BAM-like microglia appears early in corticogenesis

Microglia cluster 4 expressed border-associated macrophage (BAM) markers (*Ccr1*, *Dab2* and *Mrc1*) and Ms4a family chemosensory genes, including *Ms4a6c*, *Ms4a6b* and *Ms4a7* (Fig. S3A,B). We therefore annotated this cluster as ‘*Ms4a7*-expressing microglia’. We confirmed that *Ms4a7*-expressing microglia are present in the embryonic cortical plate in addition to the intermediate zone at E15.5 by RNA *in situ* hybridization (Fig. 2E, Fig. S3C). Microglia are derived from the same yolk-sac progenitors as BAMs, which appear in the meninges and vasculature around E10.5 (Prinz and Priller, 2014). It is thought that local environmental signals trigger initiation of a transcriptional cascade that results in microglial identity after progenitor cells enter the brain parenchyma. Microglia that express BAM markers have been reported in the E14.5 mouse brain, but it is not known when these cells first appear, how long they persist or what the lineage relationship is between them and other microglia present in the embryonic and early postnatal brain (Hammond et al., 2019). In our dataset, cluster 4 microglia were present throughout embryonic development, even at the earliest age profiled (E12.5), before the emergence of most other microglial substates (Fig. 2F). To gain further understanding of the maturation and function of *Ms4a7*-expressing microglia throughout corticogenesis, we performed differential gene expression using DESeq2 with age treated as a continuous variable of interest, identifying genes with significant changes in expression over time within cluster 4 (Fig. S3D and Materials and Methods). GO analysis of the resulting up- and downregulated genes revealed that cluster 4 microglia have a more proliferative and metabolically active phenotype early in development. As corticogenesis progresses, cluster 4 microglia display increased expression of genes involved in immune and neurodevelopmental functions (Fig. S3E,F).

### Embryonic microglial proliferation has two peaks

Microglia cluster 2 was characterized by high expression of markers of active cell cycling, such as *Ube2c*, *Hist1h1b* (*Hif5*) and *Mki67*, and was therefore annotated as ‘proliferating microglia’ (Fig. S4A,B). Cluster 2 peaked in overall proportion of microglia early during neurogenesis, at ∼E14.5, decreased at intermediate ages and increased again at P1, suggesting that birth may act as an immune stimulus for microglial proliferation (Fig. 2F). Using RNA *in situ* hybridization, we confirmed the presence of proliferating *Ube2c*-expressing microglia in the dorsal cortical ventricular zone and, more rarely, in the subventricular and intermediate zones, at E15.5 (Fig. 2E, Fig. S4C). We did not observe *Ube2c*-expressing microglia in the cortical plate. Proliferating (cluster 2) microglia expressed BAM markers such as *Ms4a6c* and *Pf4* at early developmental ages only (E12.5-E13.5). At later ages, cluster 2 microglia showed increased expression of markers of cytokine production and of immune cell differentiation and activation (Fig. S4D-F). Thus, over the course of embryonic development, proliferating microglia may also take on more of the immune functions classically attributed to microglia. Alternatively, maturing microglia or other subspecialized substates may revert to a proliferative state during later stages of corticogenesis, while retaining aspects of a more differentiated transcriptional signature.

### Microglial substate diversity increases throughout embryonic development

We observed four clusters (clusters 7, 8, 9 and 10) that did not express BAM markers and that increased in proportion in the late embryonic period (Fig. 2E,F). These clusters displayed high expression of genes and gene modules unique to each substate (Fig. 2D). Cluster 10 was characterized by high expression of osteopontin (*Spp1*), a pro-inflammatory phosphoglycoprotein that is secreted by microglia under stress conditions, such as in stroke, neurodegenerative disorders and multiple sclerosis (Rosmus et al., 2022). The gene expression profile of cluster 10 resembled the expression profile of axon tract-associated microglia previously described in the corpus callosum and cerebellar white matter of the P4/5 mouse brain (Hammond et al., 2019). Cluster 7 shared several marker genes with cluster 10 but lacked high *Spp1* expression. Cluster 7 microglia displayed upregulation of the fatty acid binding protein *Fabp5* and several unique pro-inflammatory cytokines, including *Ccl3* and *Ccl4*. Cluster 9 was characterized by high expression of heme oxygenase (*Hmox1*), an enzyme that catalyzes the rate-limiting step of heme degradation (Fig. 2D). Microglial *Hmox1* is thought to reduce inflammation after lipopolysaccharide (LPS) exposure and to improve neurorecovery after intraventricular hemorrhage, but the role of microglial *Hmox1* in normal brain development is unknown (Parada et al., 2015; LeBlanc et al., 2016). Cluster 8 microglia displayed upregulation of several interferon-response genes, including *Irf7*, *Ifitm3* and *Ifit3.* These genes are involved in regulation of the inflammatory response and inhibition of the viral life cycle. The transcriptional profiles of cluster 8 and 7 microglia resembled those of specific populations of *Ifitm3*^+^ and *Ccl4*^+^ microglia, respectively, that have previously been reported in the aged brain (Hammond et al., 2019).

Given that clusters 7, 8, 9 and 10 appeared later in developmental time, lacked BAM marker expression and expressed markers of mature microglia, we hypothesized that *Ms4a7*-expressing microglia may precede these later substates in a lineage relationship. We analyzed our scRNA-seq data using FLOW-MAP, a graph-based algorithm for trajectory mapping that incorporates sequential timepoint information (Ko et al., 2020) (Fig. 2G). FLOW-MAP analysis suggested that *Ms4a7*-expressing microglia are most likely to have a direct lineage relationship with maturing microglia and with *Irf7*- and *Spp1*-expressing substates (Fig. 2H). *Hmox*- and *Ccl3*-expressing microglia are most likely to transition directly from *Spp1*-expressing microglia (Fig. 2H). FLOW-MAP analysis did not suggest a consistent, unidirectional lineage pathway between microglial substates, likely reflecting the dynamic nature of microglial activation, proliferation and dormancy in the presence of variable external stimuli. Overall, these data constitute a comprehensive map of microglial substates throughout corticogenesis, with high temporal and cell type resolution, and will serve as a resource for future studies of microglial function in both normal development and in disease states.

### All microglial substates highly express receptors for TORCH pathogens and cytokines across development

To understand whether specific microglial substates are poised to respond to inflammatory and infectious insults during brain development, we quantified expression over time of TORCH pathogen receptors and cytokine receptors using our single-cell transcriptional atlas of developing microglia (Fig. 3A). We observed that all microglial clusters displayed relatively high, sustained expression of multiple receptor types from E12.5 through P1, and all clusters had high CytoTORCH module scores (Fig. 3A,B). We compared expression of specific CytoTORCH receptors in microglia and other cortical cell types using the single-cell atlas of cortical development employed above (Di Bella et al., 2021). Some receptors, such as *Tlr2* and *Tlr12*, demonstrated negligible expression in neurons and neural progenitors, but were highly expressed in multiple microglial substates, suggesting a possible primary role for microglia in mediating the corresponding infections (Figs 1A and 3A). TLR2 is a receptor for *Treponema pallidum*, which causes congenital syphilis. This disease is associated with many neurological problems, including microcephaly, ventriculomegaly, seizures, developmental delays and intellectual disability (Bale, 2009). *Tlr2* showed a gradual increase in expression over embryonic development in most microglial substates, and no significant expression in other embryonic cortical cell types. TLR12 functions as a receptor for *Toxoplasma gondii*, the parasite that causes congenital toxoplasmosis, which is associated with intracranial calcifications, hydrocephalus, seizures, developmental delay and learning disabilities (Bale, 2009). *Tlr12* expression was highest in proliferating microglia (cluster 2), maturing microglia (cluster 1) and Ms4a7^+^ microglia (cluster 4). *Tlr12* was also highly expressed in pericytes and endothelial cells (Fig. 1A), suggesting that these cells may help mediate CNS entry. Other receptors displayed high expression across many cell types in the embryonic mouse brain. For example, *Axl*, a receptor for Zika virus, was highly expressed in most microglial substates (Fig. 3A), in pericytes and endothelial cells, and in many cells early in the excitatory neuronal lineage, including APs and IPs (Fig. 1A). These patterns of receptor expression suggest that some pathogens can directly target multiple cell types in the fetal brain parenchyma, whereas others initially act on microglia, which may in turn affect surrounding cell types.

**Fig. 3.**
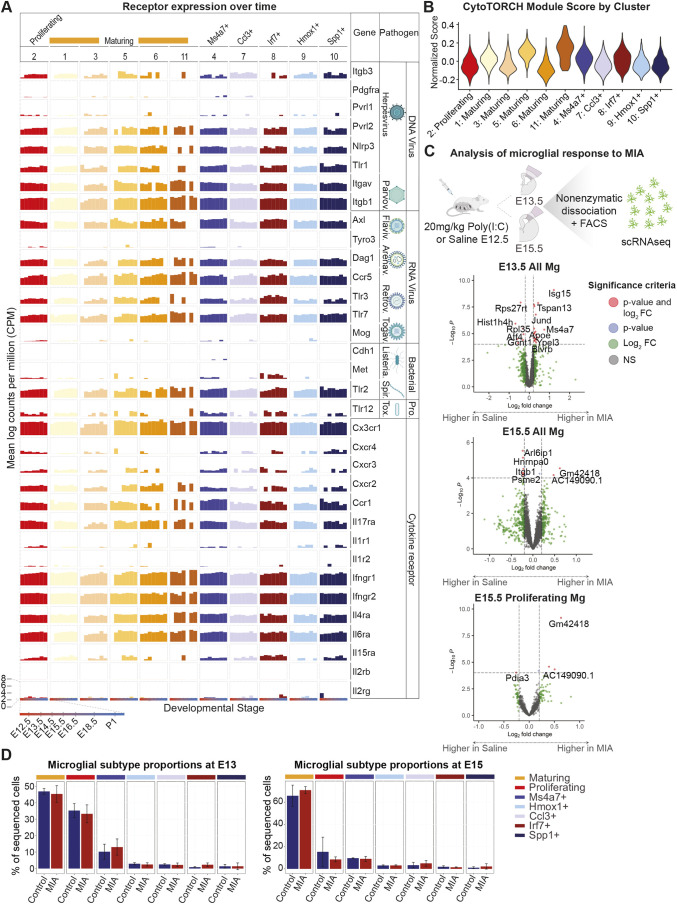
**Microglial substates transcriptional changes after MIA.** (A) Bar plot of TORCH pathogen and cytokine receptor expression (mean log counts per million) in each microglia cluster across development using a developmental microglial atlas. (B) Violin plot of CytoTORCH module score for each microglia cluster. (C) Overview of experimental design (top) and volcano plots (bottom) showing differentially expressed genes in microglia from the embryonic prospective somatosensory cortex after maternal Poly(I:C) or saline injection. A total of 30,985 cells were sequenced, comprising six pooled samples from a total of 37 embryos for saline-treated controls, and six pooled samples from a total of 32 embryos for MIA. Genes are color coded according to enrichment (log2FC>0.15 and −log10Benjamini-Hochberg adj. *P*<0.05). Dotted lines represent enrichment cut-offs. Top signature genes are annotated. Log fold-change and *P*-values were generated with a generalized linear model with Benjamini-Hochberg correction using DESeq2. (D) Bar plot showing embryonic microglial substate proportions after maternal injection of saline when compared with Poly(I:C). A generalized mixed effects binomial models showed no significant changes in substate proportions between treatment groups. Error bars represent one standard deviation in substate proportion. Created with BioRender.com.

Over time, microglia displayed higher and more sustained expression of receptors for systemic inflammatory stimuli and Poly(I:C) than most other cell types in the developing brain (*P*<0.05 for ANOVA test and for pairwise comparisons between microglia and all other cell types using Tukey's HST). *Tlr3*, which encodes the receptor for Poly(I:C), was expressed throughout development in all microglia except for one maturing microglia cluster (cluster 11). *Tlr3* was moderately expressed in astrocytes, endothelial cells and pericytes, primarily in late embryonic development, and minimally expressed in neurons and neural progenitors. All microglial substates displayed high and sustained expression of receptors for cytokines known to be involved in the response to MIA, including *Il17ra* and *Il6ra*. All microglial substates also highly expressed receptors for a subset of cytokines involved in maternal fever, including IL-6, IL-8 and interferon gamma (Romero et al., 2016; Lagodka et al., 2022). These receptor patterns suggest that microglia, when compared with most other cell types in the dorsal cortex, are more poised to respond to MIA and systemic inflammatory stimuli during fetal development.

### Single-cell transcriptional changes in microglia in response to maternal immune activation

We asked how embryonic microglia respond to an *in utero* inflammatory stimulus at the single-cell level, hypothesizing that MIA leads to upregulation of genes involved in the inflammatory response. 

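Microglia were sorted by CD11b, CX3CR1 and CD45 from the prospective somatosensory cortex of embryos at E13.5 and E15.5, after saline or 20 mg/kg Poly(I:C) at E12.5. Each age and treatment had 3 libraries, each from a pool of both sexes. The pools held 5, 7 and 7 embryos for E13.5 saline, 4, 2 and 8 for E13.5 MIA, 8, 5 and 5 for E15.5 saline and 8, 6 and 4 for E15.5 MIA. The authors deposited unnormalized UMI counts per gene for the barcodes that Cell Ranger called as cells. Cells with at least 500 genes and at most 20% mitochondrial UMIs were kept, as in the paper, and doublets were removed as for nuclei. Clustering left out the genes of Tables S3 and S4, and clusters were named from marker lists written out from the substates the paper describes. Counts were summed per library, and MIA was tested against saline within each age by edgeR's quasi-likelihood test, over all microglia and within substates. The paper split each library into female and male cells and used sex and sequencing batch as covariates. The paper's main text and tables do not give the batches, so the split by sex was run as an alternative without them. Cells with a UMI of Xist or Tsix made up between 6.78% and 46.4% of an E13.5 library and between 15.7% and 49.1% of an E15.5 library.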

We performed scRNA-seq of FACS-isolated microglia from the prospective somatosensory cortex at E13.5 and E15.5, after MIA or sham saline injection at E12.5 (Fig. 3C). In total, we collected 35,794 scRNA-seq profiles, with 12,046 to 23,748 cells per timepoint. 

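After the filters and the removal of 454 and 919 doublets, 12940 cells were left at E13.5 and 23635 at E15.5, 36575 in all. Cells of the 6 E13.5 libraries held between 6160925 and 105751888 UMIs per library (median 28029787.5) and those of the 6 E15.5 libraries between 16590964 and 77548598 (median 39927496.5). The median cell had between 7860 and 24493.5 UMIs at E13.5 and between 8482.5 and 11721 at E15.5. Libraries differed in size: the 6 E13.5 libraries had between 280 and 6375 cells past the filter, and the E15.5 libraries between 1471 and 5803.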

We clustered the cells as described above, manually removed non-microglial clusters and annotated the clusters *post hoc* (see Materials and Methods and Fig. S5A). This resulted in 30,985 cells in 11 microglial clusters suggestive of seven unique substates that closely mirrored the clusters from our analysis of normal embryonic microglial development (Fig. S5B). 

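Of the 36575 embryonic cells, 32767 remained after clusters of neurons and other cells were removed, in 24 clusters before removal. E13.5 libraries held 1098, 1719 and 3083 microglia after saline and 265, 351 and 5518 after MIA, in the order of their replicate numbers. E15.5 libraries held 5024, 2758 and 4232 after saline and 4144, 3206 and 1369 after MIA. By their markers, 13603 cells were maturing-like, 6053 proliferating-like, 2449 Ms4a7-like, 1960 Spp1-like, 488 Hmox1-like and 475 Irf7-like. The other 7739 fell in clusters that met no list, and no cluster met the markers of a Ccl3-like state. One unnamed cluster of 2912 cells, led by Fos, Egr1 and Spp1, and a Spp1-like cluster of 515 cells together held 3427 of the 4144 microglia (82.7%) of E15.5 MIA replicate 1.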

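The share of each substate in a library was compared by two-sided exact permutation tests of 3 libraries against 3, which cannot give a p under 0.1. At E13.5, maturing-like cells made up 35.9% ± 1.69 (SD, n = 3) after MIA and 33.9% ± 3.31 (SD, n = 3) after saline (exact p = 0.5). Proliferating-like cells were at 26.3% ± 3.74 and 27.6% ± 3.24 (exact p = 0.7), Ms4a7-like cells at 9.06% ± 3.26 and 8.25% ± 4.11 (exact p = 0.6) and Irf7-like cells at 1.41% ± 0.491 and 0.783% ± 0.269 (exact p = 0.2). At E15.5, maturing-like cells made up 42.5% ± 35.1 (SD, n = 3) after MIA and 55.4% ± 9.49 (SD, n = 3) after saline (exact p = 0.9). The wide spread after MIA came from replicate 1, with 2.03%, while the highest MIA library had 64.6%. Proliferating-like cells were at 9.09% ± 2.07 after MIA and 14.5% ± 10.4 after saline, with 26.5% in saline replicate 1 and 7.90% in the lowest saline library. None of 6 substates at either age reached the smallest p with all libraries in the test. Without E13.5 MIA replicate 3, E15.5 MIA replicate 2 or E15.5 saline replicate 1, 1 substate did.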

We found no changes in microglial substate proportions at E13.5 or E15.5 after MIA using a binomial generalized linear mixed effects model (Fig. 3D).

DEGs at each timepoint in all microglia and in each substate between MIA and saline control were identified by DESeq2 using pseudobulked counts and a negative binomial generalized linear model. We first assessed MIA-induced single-cell gene expression changes at E13.5, 24 h after the immune stimulus (Fig. 3C). 

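Over all E13.5 microglia, edgeR tested 12388 genes and called 0 between MIA and saline at an adjusted p of 0.05, with 123 at an unadjusted p under 0.05. DESeq2 called 2, and DESeq2 with cells split by sex called 6. The replicate number as a block moved the count most, with 9 genes called, all higher after MIA. In simulated data of this design edgeR found 71% of genes changed 2-fold. Smaller changes, such as those of most genes on the paper's list, were not simulated. Isg15 (ENSMUSG00000035692, chromosome 4 from 156199424 to 156200818) rose from 12.9 ± 6.59 to 27.9 ± 16.5 CPM (SD, n = 3 each), a log2 fold change of 1.09 with a standard error of 0.43 (edgeR's adjusted p 1). With the replicate block it was 1.03 with edgeR's adjusted p at 0.00477, the lowest over the alternatives, which went up to 1, while with single libraries left out it lay between 0.50 and 1.53. Jund (ENSMUSG00000071076, chromosome 8 from 70698949 to 70700616) rose from 84.9 ± 11.5 to 107 ± 7.15 CPM, a log2 fold change of 0.34 (edgeR's adjusted p 1), with each MIA library above each saline library. Ccl12 (ENSMUSG00000035352, chromosome 11 from 82101845 to 82103400) rose from 80.0 ± 15.2 to 94.8 ± 4.05 CPM, a log2 fold change of 0.25 with a standard error of 0.14. Clec12a (ENSMUSG00000053063, chromosome 6 from 129342691 to 129365303) rose from 7.97 ± 4.12 to 12.6 ± 4.67 CPM, a log2 fold change of 0.62 with a standard error of 0.39, and edgeR's adjusted p was 1 for both. With each library left out in turn, Jund stayed between 0.23 and 0.40, Ccl12 between 0.12 and 0.39 and Clec12a between 0.27 and 1.03. The replicate numbers did not pair the E13.5 libraries by their expression.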

When analyzing all E13.5 microglia together, we observed an upregulation of pro-inflammatory genes, including *Ccl12*, *Jund*, *Isg15*, and *Clec12a* after MIA. 

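A set of interferon response genes fixed by name, with Irf7 and Ifit3 among them, was tested with camera on all E13.5 microglia. Each of the 43 genes tested was higher after MIA than after saline, by a mean of 0.63 and a median of 0.49 on the log2 scale (camera's adjusted p 2.9e-31, fry's p 0.254). Summed over the set, the saline libraries had 1761, 1142 and 1103 CPM and the MIA libraries 1963, 1887 and 1204 CPM in the order of their replicate numbers. MIA replicate 3 thus lay below saline replicate 1, and the mean change was 0.98 without MIA replicate 3 and 0.35 without MIA replicate 1. Other splits of the 6 libraries gave as large a mean: with the real split, 3 of 10 did.

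**Figure D3:**
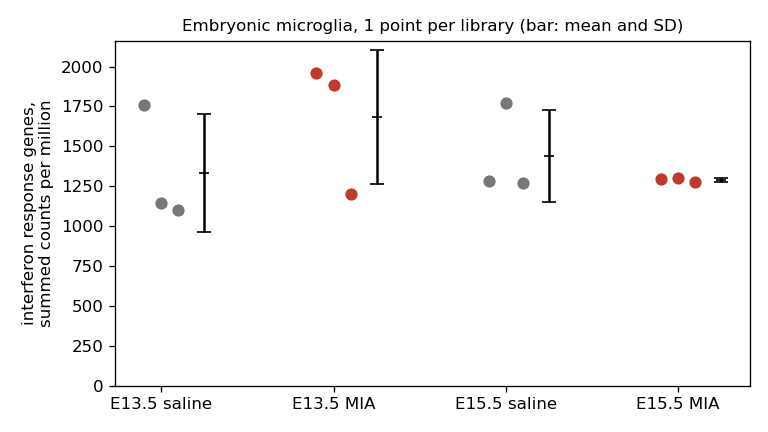
CPM summed over the interferon response genes in each embryonic microglia library (points), with mean and SD of each group of 3 libraries (bars), for saline (gray) and MIA (red) at E13.5 and E15.5. At E13.5 the points run from 1103 to 1761 after saline and from 1204 to 1963 after MIA.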

GO analysis (see Materials and Methods for details) also demonstrated a significant enrichment in genes involved in ‘Response to Interferon-Beta’ (Fig. S6A). MIA led to a reduction in expression of genes involved in proliferation when all microglia were grouped and analyzed together, with associated GO terms including ‘Chromatin organization’ and ‘Gene silencing’ (Fig. S6B). 

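Among E13.5 microglia, 46 of 62 replication-dependent histone genes were lower after MIA, with a mean change of -0.16 (camera's adjusted p 6.8e-09). Without saline replicate 3 this mean was -0.02 and no longer past the threshold. Cell cycle genes had a mean of -0.03 (camera's adjusted p 0.134), ribosomal protein genes -0.04 (9.7e-04) and ER stress genes -0.07 (0.00333). The mean of ribosomal protein genes changed sign without MIA replicate 2 (0.04) and without saline replicate 3 (0.01). ER stress genes no longer passed the threshold without MIA replicate 1 (-0.03) or without saline replicate 2 (-0.04). Camera called 4 of 9 sets at E13.5.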

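Within the substates of E13.5 microglia, edgeR called 0 genes in each of the maturing-like, proliferating-like and Ms4a7-like cells. It tested 11106, 11159 and 9868 genes, of which 150, 95 and 118 had an unadjusted p under 0.05. DESeq2 called 1, 3 and 0 genes, and with cells split by sex 11, 3 and 1. The replicate block gave 16, 33 and 0 genes by edgeR, of which 13 and 28 were higher after MIA. Without MIA replicate 3, edgeR called 10 genes in maturing-like and 10 in proliferating-like cells, and without saline replicate 1 it called 1 in Ms4a7-like cells. In simulated data edgeR found 74.5%, 72.5% and 43.5% of genes changed 2-fold in the 3 substates, and smaller changes were not simulated.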

Analyzing the response to MIA in each cluster separately, we detected significant DEGs in maturing, proliferating and Ms4a7^+^ microglial substates, but not in other substates (Table S3). This result was likely related to the small number of microglia in many embryonic substates (Fig. 2F). 

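The paper's list for maturing microglia at E13.5 holds 164 genes, of which 163 could be tested here, and 159 moved in the paper's direction, by a median of 0.09 on the log2 scale. Adjusted over the list alone, edgeR called 0 of them, and DESeq2 with cells split by sex called 3 of them over all genes. The list read as that for proliferating microglia, from a sheet named Immature, holds 6 genes, of which 4 could be tested and 3 moved in the paper's direction. The study chose these lists on the same libraries, so the shared direction is not independent evidence.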

Maturing microglia displayed the largest number of upregulated genes, many of which were associated with GO terms related to energy metabolism and immune activation, such as ‘positive regulation of leukocyte migration’ and ‘myeloid dendritic cell activation’ (Fig. S6A). 

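The paper's list for all E13.5 microglia holds 122 genes, all of them tested here, and 116 moved in the paper's direction by a median of 0.16. Adjusted over the list alone, edgeR called 0 of these, and DESeq2 with cells split by sex called 2 of them over all genes. Whether substates differ in their response was not tested.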

Overall, 24 h after an immune stimulus, most microglia in the embryonic dorsal cortex displayed gene expression changes suggestive of increased activation and chemotaxis, and we did not find evidence of a specific selectively activated microglial substate.

We next analyzed single-cell gene expression changes in microglia at E15.5, 3 days after MIA (Fig. 3C). 

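From the genes raised at E13.5 and the substates in which it called them, the paper proposes that most microglia were activated soon after MIA. Over all E15.5 microglia, edgeR tested 13153 genes and called 0, with 41 at an unadjusted p under 0.05, and DESeq2 called 0, or 5 with cells split by sex. Within maturing-like, proliferating-like and Ms4a7-like cells edgeR called 0 of 12055, 10106 and 9932 genes, with 44, 74 and 62 at an unadjusted p under 0.05, and DESeq2 called 0 in each. MIA replicate 1 had few cells in some of these groups, 84 maturing-like and 13 Ms4a7-like, as most of its microglia lay in clusters of their own. Proliferating-like cells came from different clusters by library: saline replicate 1 had 28 of 1330 in a cluster that held 202 of 300 in MIA replicate 1. Without a filter on low counts edgeR called 18 genes in proliferating-like and 16 in Ms4a7-like cells, and with the replicate block 3 in maturing-like and 21 in Ms4a7-like cells. In simulated data of this age edgeR found 1% of genes changed 2-fold over all microglia and DESeq2 48%. Within maturing-like, proliferating-like and Ms4a7-like cells edgeR found 33%, 40.5% and 25%. Of the genes labelled for this age in Fig. 3, Arl6ip1 (ENSMUSG00000030654, chromosome 7 from 118118891 to 118129662) had 684 ± 169 CPM after MIA and 800 ± 186 after saline (SD, n = 3 each), a log2 fold change of -0.23 with a standard error of 0.24. Hnrnpa0 changed by -0.18, Itgb1 by -0.21 and Psme2 by -0.18, with standard errors of 0.18, 0.24 and 0.29, and Psme2 was 0.09 without saline replicate 1. With single libraries left out Arl6ip1 lay between -0.44 and -0.02, Itgb1 between -0.36 and -0.03, Hnrnpa0 between -0.28 and -0.11 and AC149090.1 between 0.05 and 0.53. Gm42418 (ENSMUSG00000098178) had 5131 ± 4614 CPM after MIA and 2799 ± 1443 after saline, a log2 fold change of 0.87 with a standard error of 0.64 that was -0.20 without MIA replicate 3, and AC149090.1 changed by 0.34. For all 6 genes edgeR's adjusted p was 1.00. The paper's list for all E15.5 microglia holds 59 genes, and 59 moved in its direction by a median of 0.21, with 0 called when adjusted over the list alone.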

The widespread upregulation of genes involved in microglial activation that had been present at E13.5 did not remain at E15.5 (Table S4). Significantly enriched GO terms for upregulated genes included ‘aging’ and ‘ATP synthesis coupled electron transport’ (in proliferating microglia). 

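Nuclear genes of oxidative phosphorylation were lower after MIA in all E15.5 microglia, in 77 of 92 genes, with a mean change of -0.08 (camera's adjusted p 0.00364). That mean was 0.15 without saline replicate 1. The 13 genes of the mitochondrial genome were higher, with a mean of 0.26 (camera's adjusted p 4.2e-04), and the mean was -0.10 without MIA replicate 3. The paper's list read as that for proliferating microglia at E15.5, also from a sheet named Immature, holds 20 genes, and 20 moved in its direction in proliferating-like cells by a median of 0.29.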

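Proteasome subunits were lower after MIA in 34 of 37 genes over all E15.5 microglia, with a mean change of -0.09 that camera called and that was 0.11 without saline replicate 1. ER stress genes had a mean of -0.01 (camera's adjusted p 0.551) and ribosomal protein genes 0.02 (0.520). Cell cycle genes were lower in 29 of 30 genes, with a mean of -0.68 (8.9e-27), and histone genes in 55 of 60, with a mean of -0.47 (1.4e-27). The change in cell cycle genes rested on saline replicate 1, the library with the most proliferating-like cells: without it the mean was -0.03 and not past the threshold. For histones the mean then was -0.14. Hemoglobin genes had a mean of -1.63 and a median of -2.74, with 4 of 6 lower, and 2 of the 3 saline libraries held 95.8% of the hemoglobin in saline. Interferon response genes were lower in 36 of 44 genes, with a mean of -0.13 (camera's adjusted p 0.0217) that was 0.24 without saline replicate 2. The paper's list for maturing microglia at E15.5 holds 62 genes, of which 61 moved in its direction by a median of 0.24, and edgeR called 0 when adjusted over the list alone.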

Significantly enriched GO terms for downregulated genes included ‘response to endoplasmic reticulum stress’ (maturing microglia) and ‘proteasomal ubiquitin-independent protein catabolic process’ (maturing microglia) (Fig. S6B). 

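Whether the response differed between the ages was tested as an interaction over the 12 embryonic libraries. Of 13489 genes, edgeR called 0 for a different response at E15.5 than at E13.5, with 53 at an unadjusted p under 0.05, and DESeq2 called 0. In simulated data edgeR's test of this difference found 0% of genes changed 2-fold and DESeq2 22.5%, so edgeR could hardly have detected a difference between the ages here. Camera called 7 of 9 sets at E15.5, and their medians in microglia and in nuclei were not tested against each other.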

Overall, gene expression changes in microglia 72 h after MIA were suggestive of persistent alterations in energetics and protein catabolism, mirroring effects seen at E15.5 in non-microglial cell types (Fig. 1A,B).

### MIA-exposed microglia display persistent gene expression changes in juvenile mice

Prenatal MIA alters social behaviors in adolescents and was recently demonstrated to impair the microglial response to immune challenges in adult animals (Choi et al., 2016; Hayes et al., 2022). We hypothesized that persistent alterations in gene expression would be detectable in microglia from juvenile mice exposed to MIA during embryonic development. 

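Microglia of P14 pups were sorted from the somatosensory cortex after saline or 20 mg/kg Poly(I:C) at E12.5 and gave 4 saline and 2 MIA libraries. Saline replicates 1 and 2 and both MIA replicates each came from 2 pups, and saline replicate 3 came as a female and a male library of 1 pup each, by Table S1. The legend of Fig. 4 gives fewer mice, 6 in all, and the files do not settle which holds. Xist or Tsix was seen in 93.2% of the cells of that female library and 1.95% of the male one, and in between 33.5% and 54.2% of the cells of the others. The authors deposited unnormalized UMI counts of the called cells, which were filtered, clustered and tested as for embryonic microglia, with the genes of Table S5 left out of the clustering. With 4 libraries against 2, exact permutation tests cannot give a p under 0.0667.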

We performed scRNA-seq of FACS-isolated microglia from P14 somatosensory cortex after MIA or sham saline injection at E12.5 (Fig. 4A). 

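Of 29899 P14 cells past the filters, 28686 were left after the removal of 1213 doublets and 28041 after clusters that were not microglia were removed. Libraries held between 22187944 and 32527293 UMIs in their cells (median 26531901) and between 3809 and 5822 cells past the filter. The median cell had between 3682 and 6787 UMIs. The saline libraries held 5443, 3560, 4456 (female) and 4615 (male) microglia and the MIA libraries 5285 and 4682.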

After quality control and doublet filtering (see Materials and Methods and Table S1), we analyzed the expression profiles of 28,474 cells. We clustered the cells using the Louvain algorithm, manually removed non-microglial clusters (Jordão et al., 2019; Stogsdill et al., 2022) and annotated the clusters *post hoc* (Fig. 4A). We observed seven clusters of microglia that comprised five distinct substates (Fig. 4B). Clusters 1, 2 and 3 microglia expressed canonical microglial markers and homeostatic genes, and were thus annotated as a single substate: ‘homeostatic microglia’. 

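The P14 cells formed 20 clusters, of which those with the markers P2ry12, Tmem119 and Cx3cr1 held 23347 homeostatic-like microglia. Clusters named by other lists held 1738 inflammatory-like cells, 1086 innate immune-like cells and 61 cycling-like cells, and 1809 microglia stayed unnamed. Among the unnamed, a cluster of 781 cells was led by Pf4, F13a1 and Ms4a7. No cluster met the list for Apoe-expressing microglia in this clustering.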

The other clusters expressed subsets of non-homeostatic genes and were annotated as additional microglial substates. Cluster 4, ‘Apoe^+^ microglia’, was characterized by high *Apoe* expression. Cluster 5, ‘inflammatory microglia’, expressed pro-inflammatory cytokines including *Ccl3* and *Ccl4*, and the cytokine receptors *Cd9* and *Cd63*, which are also associated with AD plaques (Clayton et al., 2021). Cluster 6, ‘cycling microglia’, was composed of microglia expressing genes involved in proliferation and the cell cycle, while cluster 7, ‘innate immune microglia’, had high expression of genes involved in the innate immune response, including interferon-responsive genes such as *Ifitm3* and *Bst2*. 

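Homeostatic-like cells made up 83.8% ± 1.14 (SD, n = 2) of microglia after MIA and 82.9% ± 1.53 (SD, n = 4) after saline (two-sided exact permutation p = 0.467). Inflammatory-like cells made up 6.93% ± 0.0399 and 5.82% ± 1.01 (exact permutation p = 0.2), innate immune-like cells 3.93% and 3.87% (exact permutation p = 0.867) and cycling-like cells 0.135% and 0.260% (exact permutation p = 0.2). Without MIA replicate 1 or saline replicate 1, 1 of these substates reached the smallest p that the libraries left allow.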

Microglial substate proportions did not differ significantly at P14 between MIA and saline injection (Fig. 4C).

**Fig. 4.**
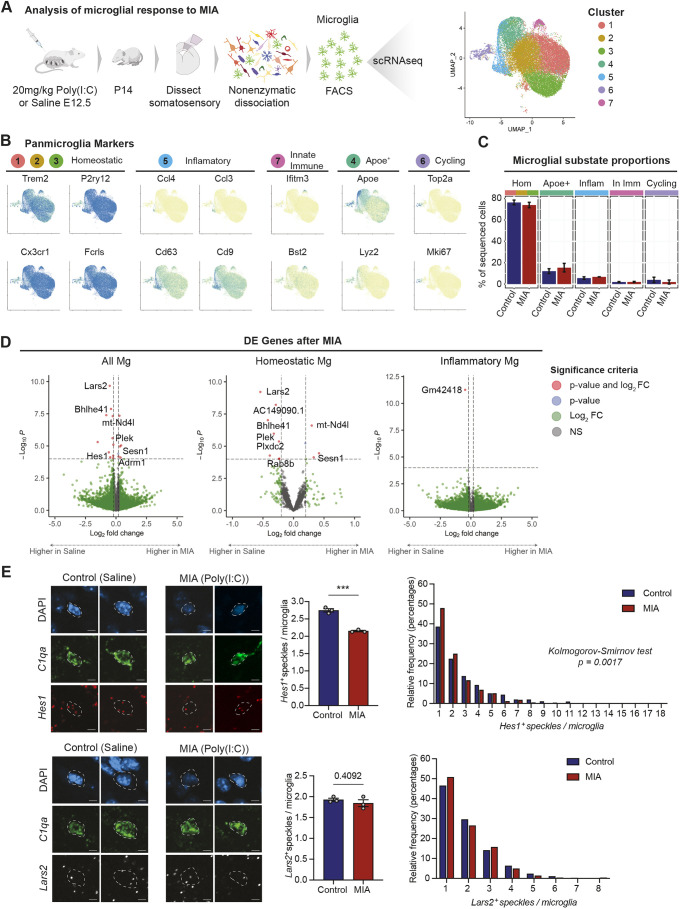
**Persistent transcriptional changes in microglia after MIA.** (A) Overview of experimental design and UMAP visualization of microglia scRNA-seq data from the somatosensory cortex of P14 mice after maternal injection of saline or Poly(I:C) at E12.5. In total, we sequenced 28,474 microglia from a total of six P14 mice, two of which were treated with Poly(I:C) and four of which were treated with saline. Cells are colored by cluster. (B) UMAP plots from A colored for expression of homeostatic, inflammatory, innate immune, Apoe^+^ and cycling substate-specific microglial marker genes. (C) Bar plot showing P14 microglial substate proportions after maternal injection of saline when compared with Poly(I:C). Generalized mixed effects binomial models showed no significant changes in substate proportions between treatment groups. Error bars represent one standard deviation in substate proportion. (D) Volcano plots showing differentially expressed genes in microglia from the P14 somatosensory cortex after maternal Poly(I:C) or saline injection. Genes are color coded according to enrichment (log2FC>0.15 and -log10Benjamini-Hochberg adj. *P*<0.05). Dotted lines represent enrichment cut-offs. Top signature genes are annotated. Log fold-change and *P*-values were generated with a generalized linear model with Benjamini-Hochberg correction using DESeq2. (E) *In situ* hybridization for *Hes1* and *Lars2* in P14 control (saline injected at E12.5) and MIA [Poly(I:C) injected at E12.5] coronal sections. *C1qa* was used as microglia marker. Quantification showing higher levels of *Hes1* expression in saline compared with MIA (data are mean±s.e.m, from *n*=3 mice, between 697 and 458 microglia for each group; unpaired *t-*test: *Hes1*, *P*=0.0004; *Lars2*, *P*=0.4092). Scale bars: 5 µm. Frequency distribution showing percentage of cells for each speckle count (*n*=3 mice, between 697 and 458 microglia for each group; Kolmogorov–Smirnov test: *Hes1*, *P*=0.0017; *Lars2*, *P*=0.6019). Created with BioRender.com.

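With libraries as replicates, edgeR called 0 of 12922 genes between MIA and saline over all P14 microglia, 0 of 12486 in homeostatic-like cells and 0 of 9432 in inflammatory-like cells. Unadjusted p was under 0.05 for 490, 493 and 380 genes. DESeq2 called 0, 1 and 0 genes, and with cells split by sex 0, 2 and 0. Without a filter on low counts edgeR called 41 genes in inflammatory-like cells, the largest move, and 5 with the replicate block. In simulated data of this design edgeR found 76% of genes changed 2-fold over all microglia, 81.5% in homeostatic-like and 73% in inflammatory-like cells. Smaller changes were not simulated.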

DEGs between MIA and saline control were assessed in each cluster and in all microglia grouped together using DESeq2 and pseudobulked counts (see Materials and Methods for more details). At P14, a small subset of genes was significantly differentially expressed between MIA- and saline-exposed microglia. For example, the transcription factor hairy and enhancer of split 1 (*Hes1*) and the mitochondrial leucyl-tRNA synthetase *Lars2* both demonstrated decreased expression in MIA-exposed when compared with saline-exposed microglia (Fig. 4D and Table S5). 

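The paper's lists for P14 hold 21 genes for all microglia and 19 for homeostatic microglia, of which 20 and 19 could be tested here. In the paper's direction moved 18, by a median of 0.19, and 17, by a median of 0.11. Adjusted over the list alone, edgeR called 6 and 4, which is not independent evidence as the study chose the lists on these libraries. Of the genes labelled for all microglia in Fig. 4D, Bhlhe41 (ENSMUSG00000030256, chromosome 6 from 145858243 to 145865558) fell from 177 ± 11.0 CPM (SD, n = 4) to 132 ± 5.14 (SD, n = 2), a log2 fold change of -0.43 with a standard error of 0.08 (edgeR's adjusted p 0.933, DESeq2's adjusted p 0.0596). Sesn1 (ENSMUSG00000038332, chromosome 10 from 41809935 to 41908424) rose from 71.9 ± 8.82 to 105 ± 14.9 CPM, a log2 fold change of 0.54 (DESeq2's adjusted p 0.234). The mitochondrial transcript mt-Nd4l (ENSMUSG00000065947) rose from 163 ± 14.1 to 208 ± 1.44 CPM, a log2 fold change of 0.35, and Adrm1 changed by 0.22 with a standard error of 0.16. Plek (ENSMUSG00000020120, chromosome 11 from 16971206 to 17052381) had 307 ± 49.6 CPM after MIA and 301 ± 108 after saline, a log2 fold change of 0.03 that was -0.28 with the replicate block and -0.15 without MIA replicate 1. Among gene sets, camera called 7 of 9. With the replicate block the interferon (mean -0.0688), proteasome (0.036) and mitochondrial (0.0404) sets no longer passed the threshold. Cell cycle genes were lower in 28 of 30 with a mean of -1.06 (adjusted p 5.7e-14), between -2.05 without MIA replicate 1 and -0.58 without MIA replicate 2, and -0.23 with the replicate block. Hemoglobin genes had a mean of -4.53, between -7.44 without MIA replicate 1 and -2.62 without the female library of saline replicate 3, and -1.72 with the replicate block. Of the hemoglobin in saline, 2 of the 4 libraries held 86.5%. Histone genes had a mean of -0.35, and oxidative phosphorylation genes were higher in 79 of 91 with a mean of 0.09 that was -0.01 with the replicate block. Without MIA replicate 2 the mean of histone genes was 0.02.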

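Hes1 (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) had 13.3 ± 1.68 CPM (SD, n = 2) after MIA and 16.7 ± 3.72 CPM (SD, n = 4) after saline over all P14 microglia. Its log2 fold change was -0.32 with a standard error of 0.20 (edgeR's adjusted p 0.933), and -0.58 with the replicate number as a block. With single libraries left out it lay between -0.46 and -0.20. Lars2 (ENSMUSG00000035202, chromosome 9 from 123366927 to 123462666) had 106 ± 10.8 CPM after MIA and 131 ± 38.0 CPM after saline, a log2 fold change of -0.31 with a standard error of 0.22, and edgeR's adjusted p was 0.933. It was -0.50 with the replicate number as a block, and with single libraries left out it lay between -0.42 and -0.09. For both genes the difference was within the spread of the saline libraries. Over the 6 libraries, Lars2 followed Gm42418, a locus that can take up reads of ribosomal RNA, with a Pearson r of 0.967 (exact permutation p = 0.0222, 0.0444 after Benjamini-Hochberg adjustment over 2 relations) and a Spearman rho of 0.771 (exact permutation p = 0.103). Without the 2 libraries farthest from the median of Gm42418, r was 0.187, so the relation rests on those libraries. From the genes called at P14, the paper concludes that a small number of genes remain changed in juvenile microglia after MIA.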

RNA *in situ* hybridization in P14 cortex confirmed significantly decreased expression of *Hes1*, but not of *Lars2*, in microglia after MIA exposure when compared with saline control (Fig. 4E). Downregulation of *Hes1* in microglia has been demonstrated in microglia after treatment with anti-inflammatory compounds, suggesting the possibility of a prolonged, compensatory anti-inflammatory response in microglia in the weeks after MIA (Yao et al., 2022; Khoshnavay Foumani et al., 2023). Further investigation is needed to understand the functional implications of this finding, including whether downregulation of *Hes1* may underlie the long-lived decrease in immune reactivity observed in adult microglia after exposure to MIA *in utero* (Hayes et al., 2022).

## DISCUSSION

Much remains unknown regarding how maternal inflammation during pregnancy leads to adverse neuropsychiatric outcomes. Our findings demonstrate that microglia are necessary for the response of many embryonic cortical cell types to *in utero* inflammation, including neurons and neuronal progenitors. Microglia can play opposing, context-dependent roles in different types of brain pathology, sometimes helping promote recovery and pathogen clearance, while at other times exacerbating inflammation and enabling viral replication (Faustino et al., 2011; Fernández-López et al., 2016; Cloarec et al., 2018; Xu et al., 2020; Sarieva et al., 2023). When considering microglia as a potential future therapeutic target, it will be essential to determine whether the net impact of the microglial response in the setting of maternal inflammation is beneficial or harmful to the developing brain.

Our atlas of developing microglial gene transcription suggested that most microglia in the embryonic brain are capable of responding to a variety of infectious and inflammatory stimuli over a prolonged time window. High expression of CytoTORCH receptors was also observed in pericytes and endothelial cells, reflecting the important role of these cell types in pathogen entry into the CNS. Despite relatively uniform expression of CytoTORCH receptors across microglia, many substates bore distinct transcriptional signatures, and we observed rapid changes in substate proportions at high temporal resolution. *Ms4a7*-expressing microglia were present at the youngest ages studied, and FLOW-MAP analysis was consistent with this substate possibly representing an early link in the lineage relationship between yolk sac progenitors and other microglial substates. Four substates (clusters 7, 8, 9 and 10) appeared around E15.5 and increased in proportion thereafter, suggesting the potential for increased subspecialization of microglial function in later stages of corticogenesis. Three of these later-appearing clusters (7, 8 and 10) displayed gene expression profiles similar to those of microglia in the aged or diseased brain (Hammond et al., 2019; Masuda et al., 2019). These results suggest that developmental gene transcriptional programs could become reactivated in microglia later in life in response to environmental or genetic factors. Future studies using genetic labeling and conditional knockout methods are needed to unravel substate-specific roles in development and disease, and to confirm the lineage relationships between *Ms4a7*-expressing microglia and other substates.

We queried the temporal dynamics of the microglial response to *in utero* inflammation, observing that embryonic microglia upregulated pro-inflammatory and interferon-response genes 24 h after an immune stimulus. These effects mirror microglial profiles previously described *in vitro* after Poly(I:C) or LPS stimulation, and *in vivo* in the setting of ‘pseudo-TORCH’ syndromes, multiple sclerosis and brain ischemia (Das et al., 2015; McDonough et al., 2017). The immediate pro-inflammatory response subsided by E15.5, and was followed by more subtle, sustained changes in microglial gene expression that persisted through P14, including a downregulation of *Hes1* expression. It is important to note that although RNA transcription generally correlates with protein expression, RNA sequencing may not accurately reflect simultaneous protein abundance (Reimegård et al., 2021). Additionally, many factors, including posttranslational modifications, and mRNA and protein stability, impact when and how changes in RNA transcription affect cell function. Further studies are needed to determine the functional consequences of the transcriptional changes reported here. Recently, it has been demonstrated that microglia exposed to MIA during development display an altered ability to respond to inflammatory stimuli in adulthood (Hayes et al., 2022). These findings suggest that the transcriptional changes we observed at P14 may reflect a persistent protective state induced by early exposure to inflammatory stimuli.

Taken together, our findings confirm the remarkable heterogeneity of microglia during development and show that microglia are essential for the response of other cell types in the fetal brain to *in utero* inflammation. A mechanistic understanding of how such responses are established may inform future therapeutic strategies to reduce the likelihood of adverse neuropsychiatric outcomes in fetuses exposed to maternal infections or inflammatory insults.

## MATERIALS AND METHODS

### Experimental model

#### Mouse lines

Developing microglia atlas and microglial transcriptional response to MIA experiments were performed using C57Bl/6N wild-type mice from Charles River (strain code 027). The *Csf1r^−/−^* mouse line was procured from Jackson Laboratories (stock 028064) and was maintained on a C57Bl/6N background from Charles River (strain code 027).

#### Mouse husbandry

All animal procedures were approved by the Harvard University IACUC and conducted in compliance with institutional and federal guidelines. See supplementary Materials and Methods for further details.

#### Genotyping

*Csf1r* mice were genotyped using the following primers: CSF1R forward primer, TCCCAGCATTAGGCAGCCT; CSF1R reverse primer, GCCACCATGTGTCCGTGCTT. As we used only male mice for snRNAseq experiments with the *Csf1r^−/−^* mouse line, sex was also determined for embryonic mice via amplification of the *Sry* gene on chromosome Y using the following primers: Sry forward primer, ACAAGTTGGCCCAGCAGAAT; Sry reverse primer, GGGATATCAACAGGCTGCCA. The sex of wild-type embryos for scRNAseq experiments (microglial atlas and microglial response to MIA) was not distinguished.

### Experimental methods

#### Maternal immune activation

Maternal immune activation was induced by intraperitoneal (IP) injection of pregnant dams at E12.5 with poly(I:C), as previously described (Chow et al., 2016). See supplementary Materials and Methods for further details.

#### RNA *in situ* hybridization, immunohistochemistry and quantifications

RNA *in situ* hybridization was performed using the ACDBio Multiplex Fluorescent V2 Assay kit according to the manufacturer's protocol (ACDBio, 323100). Details of probes used and experimental methods are included in the supplementary Materials and Methods. For immunohistochemistry, tissue was blocked and permeabilized for 2 h at room temperature in blocking solution (PBS with 0.5% BSA, 0.3% Triton X-100 and 2% donkey serum), and incubated overnight at 4°C in blocking solution with rabbit anti-Iba1 (1:100, Wako, 019-19741). After washing off the primary antibody with PBS, secondary antibody incubation was carried out for 2 h at room temperature in blocking solution with donkey anti-rabbit Alexa Fluor 546 (1:500, Thermo Fisher, A10040).

#### Imaging and quantification

RNA scope images were obtained on a Zeiss 700 or LSM900 inverted confocal microscope and quantified using Fiji by an investigator blinded to the experimental condition (Schindelin et al., 2012). All confocal imaging was captured using Zen Black software (Zeiss, v2.3). Fluorescence imaging of Iba1 immunostaining was performed using a Zeiss Axio Imager 2 upright microscope using Zeiss Zen Software. For RNAscope quantitative analysis, mRNA speckles per microglia were counted across the cortical plate. For Iba1 immunostaining, Iba1^+^ cells were counted across the cortical wall (from pia to corpus callosum). See supplementary Materials and Methods for further details.

#### Tissue dissection for RNA sequencing

Brain dissection was performed with RNAse-free technique in ice-cold Hybernate-E (Brainbits) for embryonic tissue or in ice-cold Hibernate-A (Brainbits) for postnatal tissue. The somatosensory (S1) cortex (or prospective S1 cortex for embryonic tissue) was dissected and meninges removed. Tissue was immediately processed as described below for scRNA-seq experiments or flash frozen in liquid nitrogen and stored at −80°C until genotyping was completed for snRNA-seq experiments. See supplementary Materials and Methods for further details.

#### Single-cell suspension preparation and FACS

Live microglial suspensions from embryonic prospective S1 cortex and postnatal S1 cortex blocks were prepared for fluorescence activated cell sorting (FACS) and maintained under ice-cold conditions as previously described, and as detailed further in the supplementary Materials and Methods (Stogsdill et al., 2022). After cell dissociation, three primary antibodies, anti-Cd11b-PE (BioLegend, 101208, 1:200), anti-Cd45-APC/Cy7 (BioLegend, 103116, 1:200) and anti-Cx3cr1-APC (BioLegend 149008, 1:200) were incubated with the cells at 4°C for 15 min. The labeled cells were washed, resuspended and subjected to FACS on a Beckman Coulter MoFlo Astrios EQ Cell Sorter to isolate Cd11b^+^, Cx3cr1^+^, Cd45^low^ microglia, and immediately processed for single-cell GEM formation.

#### Single-nucleus suspension preparation and FACS

Prospective S1 cortices of E15.5 embryos after MIA at E12.5 were dissected and flash-frozen in liquid nitrogen and stored at −80°C. Tail samples were simultaneously obtained from each embryo followed by DNA extraction and genotyping (see Genotyping section above) for sex and *Csf1r* genotype. Frozen tissue blocks from male *Csf1r* mutant and wild-type embryos were processed to obtain a single-cell suspension using papain digestion (15 min) (Papain dissociation kit, Worthington), following the manufacturer's protocol. Nuclei were sorted on a Beckman Coulter MoFlo Astrios EQ Cell Sorter and immediately processed for single-cell GEM formation. See supplementary Materials and Methods for further details.

#### Single-cell RNA sequencing and single-nucleus RNA sequencing

Single-cell RNA sequencing (scRNA-seq) libraries were prepared with the Chromium Single Cell 3′ Kit v3.1 (10x Genomics, PN-1000121). Sorted live dissected microglia suspended in FACS buffer or sorted nuclei (15,000 nuclei/sample) suspended in Nuclei Solubilization Buffer were loaded onto a v3.1 Chromium Single Cell 3′ G Chip (10x Genomics, PN-1000127) and processed through the Chromium controller. scRNA-seq libraries from different dissected samples were pooled based on molar concentrations and expected captured cell counts, then sequenced on a NovaSeq (Illumina) instrument with 28 bases for read 1, and 91 bases for read 2. The mean reads per cell in each sample was 35K. Single-nucleus RNA sequencing (snRNA-seq) libraries were sequenced on a NovaSeq (Illumina) instrument with 26 bases for read 1, 91 bases for read 2 and 8 bases for the i7 index. The mean reads per nucleus was >24K with a minimum sequencing saturation of >40.5%.

#### Single nucleus RNA-seq data pre-processing and clustering

We aligned raw sequences to mm10 and produced cell-by-gene count matrices for each sample using 10X Genomics Cell Ranger 6.0.1. We used Seurat v4.0.0 to remove cells with fewer than 200 expressed genes or fewer than 500 UMIs. We scaled each sample independently before integrating all samples into a single Seurat object using Seurat's SelectIntegrationFeatures(), FindIntegrationAnchors() and IntegrateData() functions. We performed principal component analysis (PCA) on the 2000 genes used for dataset integration, and used the top 30 components for Shared Nearest Neighbor (SNN) Louvain clustering with a resolution parameter of 0.4, as well as for Uniform Manifold Approximation and Projection (UMAP) for visualization. We found 17 clusters, and manually annotated the cell type identity of each cluster based on marker genes found using Seurat's FindAllMarkers() function. For downstream analysis, we collapsed clusters that shared cell type labels. Clusters with fewer than 200 cells across all samples were ignored in differential gene expression analyses and GO term enrichment between experimental groups.

#### Differential expression analysis and GO enrichment

We used NEBULA to perform pairwise differential expression analyses within each cell type between *Csf1r*-null mice with MIA versus saline control, as well as between wild-type mice with MIA versus saline control. We used sample identity as a random effect, MIA treatment versus control as a fixed effect, and UMI count per cell as the offset. We performed Benjamini-Hochberg (BH) *P*-value adjustment and set a false discovery rate (FDR) threshold of 0.05. We achieved similar results when analyzing differentially expressed genes using DESeq2 and pseudobulked counts. For each cell type, genes were split into several lists based on whether they were significantly upregulated, significantly downregulated or not significantly altered in response to MIA in *Csf1r*-null mice and in wild-type mice according to our NEBULA analyses. We used the ClusterProfiler R package to perform GO term enrichment analyses on each of these gene lists. For lists with significantly enriched GO terms, we collapsed redundant and closely related GO terms using ClusterProfiler's simplify() function with a similarity cutoff of 0.4.

#### Purified microglia scRNA-seq data pre-processing and clustering

We aligned raw sequencing reads from all purified microglia scRNA-seq datasets against mm10 and produced cell-by-gene count matrices using Cell Ranger v6.0.0. We collected and processed 11 samples from untreated wild-type mice: two samples from each of the timepoints E13.5, E14.5, E15.5 and P1, and a single sample from each of the timepoints E12.5, E16.5 and E18.5. We merged these 11 samples into a single Seurat object and normalized them using SCTransform() before performing PCA, and then UMAP on the top 30 components. We then performed SNN Louvain clustering with a resolution parameter of 0.3 on the top 30 components, yielding 12 clusters. One of the clusters showed high expression of *Sox11* and other neuronal markers, and lacked expression of microglia markers, so we excluded it from downstream analysis as neuronal contamination, resulting in the final 11 clusters. Additionally, we collected and processed 12 embryonic microglial scRNA-seq samples after treating pregnant dams with Poly(I:C) (MIA) or saline injections (see Table S1 for number of pooled embryos collected for each age and condition) and six samples from pups at P14 (see Table S1 for number of pups per sex per condition). We removed cells with fewer than 500 expressed genes or a mitochondrial gene content higher than 20%. We merged all 12 embryonic samples into a single Seurat object and all postnatal samples into a second object using merge(), then normalized them using SCTransform(). We clustered cells using the SNN Louvain algorithm on the top 30 principal components, using a resolution of 0.5 for the embryonic cells and 0.8 for the postnatal cells. We removed one neuronal cluster from the embryonic dataset and two neuronal clusters from the postnatal dataset as contamination. We manually annotated the remaining clusters as microglial substates based on marker genes derived for each cluster using Seurat's FindAllMarkers() function. We derived cell cycle scores using Seurat's CellCycleScoring() function. Because our MIA versus saline purified microglial samples each included cells from both males and females, and because we observed sexual dimorphism in microglial expression profiles, we used *Xist* and *Tsix* expression to identify the most likely sex of individual cells.

#### Expression changes over time in developing microglia

To assess changes in expression over the course of development within each microglial substate, we summed counts from all cells from each sample within each substate to create a pseudobulked counts matrix. We assigned a numeric age value to each developmental timepoint corresponding to the number of days since E12.5 (e.g. E12.5=0, E18.5=6, etc.). We then used DESeq2 to perform differential expression analyses with age as a continuous variable.

#### Differential expression in microglia in response to immune activation

We summed all counts for female (Xist+ and/or Tsix+) and male cells of each sample within each microglial substate to derive pseudobulk expression values. We passed those pseudobulked count matrices to DESeq2 to perform differential expression analyses between MIA and control independently for each substate at each timepoint, using sex and sequencing batch as co-variates. For each microglial subtype and timepoint, we performed GO term enrichment using ClusterProfiler() on the lists of significantly (FDR<0.1) upregulated and downregulated genes. For lists with significantly enriched GO terms, we collapsed redundant and closely related GO terms using the simplify() function with a similarity cutoff of 0.4.

#### CytoTORCH module score calculation

We passed a list of TORCH and cytokine receptors (Itgav, Dag1, Axl, Tyro3, Itgb1, Itgb3, Pdgfra, Pvrl1, Pvrl2, Mog, Tlr1, Tlr2, Ccr5, Tlr3, Tlr7, Tlr12, Cdh1, Met, Nlrp3, Cx3cr1, Cxcr4, Cxcr3, Cxcr2, Ccr1, Il17ra, Il1r1, Il1r2, Ifngr1, Ifngr2, Il4ra, Il6ra, Il15ra, Il2rb and Il2rg) to Seurat's AddModuleScore function which calculates the average expression levels for the requested genes subtracted by the aggregate expression of randomly selected control features (see Seurat documentation for details).

#### Inferring transitions between substates over time in developing microglia

We used the FLOWMAPR package (Ko et al., 2020) to infer cell state transitions over time in developing microglia. We used the top 12 principal components from our merged developing microglia dataset (described above) as input, and clustered the cells within each timepoint (E12.5-P1) into 693 nodes using FLOWMAPR's k-means algorithm. We used FLOWMAPR in ‘single’ mode to construct a force-directed graph based on Euclidean distance between these nodes, only allowing edges between nodes belonging to the same or consecutive timepoints. To determine whether transitions between each pair of substates were more likely than random chance, for each microglial substate we examined all possible edges originating from nodes with within that substate and terminating in valid nodes within other substates as a population for a series of Fisher's exact tests: for each target substate, we defined categories for contingency tables based on whether each possible edge within the population terminates within the target substate and whether each possible edge was actually found by FLOWMAPR. We visualized the odds ratios and *P*-values for transitions between each pair of microglial substates using the BioCircos package in R.

#### Statistics and reproducibility

To test whether MIA altered the relative proportions of each microglial substate, we used the *lme4* R package to construct binomial generalized linear mixed effect models. For each substate, we compared two models. For both models, a cell’s membership in that substate was used as the binary response variable, and the litter of origin was used as a random effect. One model included MIA treatment as an additional fixed effect, the other did not. We used the ANOVA function in R to calculate a *P*-value for the significance of including treatment as a fixed effect. We used identical methods to test for changes in cell type proportions between MIA and NaCl in wild-type and *Csf1r*^−/−^ mice.

Although no statistical methods were used to predetermine sample size, the sample sizes are similar to those used in the field (Hammond et al., 2019; Di Bella et al., 2021; Kalish et al., 2021). Animals were randomized into treatment groups with similar numbers per group when possible. Investigators were not blinded during analysis of sequencing data due to the nature of the experiments. Statistical analyses were performed using R, and we controlled for multiple comparisons where appropriate using a corrected *P* value cutoff of <0.05. Information regarding specific statistical comparisons and packages is listed above.

## Supplementary Material

10.1242/develop.202252_sup1 Supplementary information

Table S1. Sample details and quality control information for RNA sequencing experiments

Table S2. List of genes differentially expressed in cortical cell types at E15.5 after maternal immune activation, with and without microglia present

Table S3. List of genes differentially expressed in microglia at E13.5 after maternal immune activation

Table S4. List of genes differentially expressed in microglia at E15.5 after maternal immune activation

Table S5. List of genes differentially expressed in microglia at P14 after maternal immune activation

How the deposited data were processed for this re-analysis (not part of the article)

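The deposited data cover 8 libraries of E15.5 cortical nuclei (wild type and Csf1r-null, saline and MIA, 2 libraries per group, males), 12 libraries of sorted embryonic microglia (E13.5 and E15.5, saline and MIA, 3 libraries per group) and 6 libraries of sorted P14 microglia (4 saline, 2 MIA). All dams were injected at E12.5 with saline or 20 mg/kg Poly(I:C). The atlas of untreated microglia, the in situ hybridization and the cytokine arrays were left out, since none of these 26 libraries belongs to them.

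As deposited, each library is a table of UMI counts per gene and barcode, which the authors made with Cell Ranger against mm10, with no normalization. The paper names Cell Ranger 6.0.1 for nuclei and 6.0.0 for microglia. The file headers name 3.1.0 for the microglia and for the replicate 1 nuclei, and 6.0.1 for the replicate 2 nuclei, whose gene list is longer. The replicate 1 nuclei list all 6794880 barcodes of the droplet kit and the replicate 2 nuclei only called ones, so the replicate number of the nuclei also stands for the software, the gene list and the barcode filter. Genes of both lists were joined by their Ensembl identifiers. The paper's own filtered and annotated cells were not used here, and cells, clusters and names were rebuilt here.

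Nuclei with at least 500 UMIs and 200 genes and microglia with at least 500 genes and at most 20% mitochondrial UMIs were kept, as in the paper. The paper's doublet method was not found in its main text or tables, and its supplementary methods were not at hand. Doublets were scored here per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked between 0.0% and 3.93% of a library, so the highest scores were removed at an expected rate of 0.8% per 1000 cells. Cells were clustered per experiment on 2000 variable genes, 30 principal components and 20 neighbours with Leiden clustering at a resolution of 1 (leidenalg 0.10.2, igraph 0.11.9). Csf1r and the genes of Tables S2 to S5 took no part in the clustering of their experiment, so that the genes of the paper's lists did not shape the groups, while other genes tested could. A cluster took the name of a marker list when at least 3 of its markers were found and no other list came close. The naming rule was revised once after the clusters were seen and before any differential test, apart from 1 trial fit of maturing-like cells at E15.5. Clusters of neurons, red blood cells and other cells were removed from the sorted microglia. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 were used.

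UMIs were summed per library and class, and libraries were the replicates. Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr by group) in R 4.3.3, with Benjamini-Hochberg adjustment within each comparison and cell type and a threshold of 0.05. Where nothing changes, a share of 0.05 of genes is due at an unadjusted p under 0.05. All microglia of each age had fewer. For nuclei all 4 groups of a cell type shared 1 model, and the difference between genotypes was its interaction term. Embryonic microglia were tested within each age, and the difference between ages as an interaction over 12 libraries. The paper's test for nuclei, NEBULA, takes nuclei as observations with a random effect of the sample and was not run here. Its GO enrichment was replaced by 9 sets of genes fixed by name, tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with fry. Shares of cells were compared by two-sided exact permutation tests over libraries, and shares of single libraries have exact Clopper-Pearson intervals at 95%. Where a count was 0, an upper limit of 3 counts is given in place of an interval.

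The whole testing path was tested on simulated data with the libraries and depths of each comparison, in which 200 genes were changed 2-fold. The percentages found are given with the results and hold for 2-fold changes alone. Smaller changes were not simulated. The paper's lists for all microglia moved by log2 medians of 0.16, 0.21 and 0.19 at E13.5, E15.5 and P14. In simulated sets shifted by 0.5 log2, camera found 10 of 10 and called 3 of 79 that were not shifted, and fry found 10 of 10 and called 2 of 79. Each gene was drawn on its own, so these rates do not hold where the genes of a set move together. In the real E13.5 libraries, 9 of 10 splits called as many sets by camera as the split by treatment, itself included.

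Depth was measured as UMIs in cells past the filter. It differed most among the E13.5 libraries, between 6160925 and 105751888, and least among the P14 libraries, between 22187944 and 32527293. Groups had 2 to 4 libraries, and the number of cells limits rare classes such as the microglia-like nuclei. Whether equal replicate numbers pair libraries of different groups was checked from the correlation of their expression. They did so in the E15.5 microglia (correlations of 0.263 to 0.649) and the nuclei (0.193 to 0.557), for the P14 libraries of numbers 1 and 2 (0.247 and 0.294), and not at E13.5 (-0.02 to 0.518). In the main fits the replicate number was no block. It served as a block in an alternative, named the replicate block, and in the fits on all nuclei that checked the library labels. The values of Hbb-y and Hba-x over 6 libraries come from those fits.

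The genes given with values were fixed before the data were examined, as were the comparisons, tests, gene sets, marker lists and most alternatives. The rule takes every gene and cell type that the results name, with single values for the first cell type named, the genes labelled in Fig. 3 for E15.5 and in Fig. 4D for all P14 microglia, and up to 5 genes past edgeR's threshold per comparison. No gene was past that threshold, so the last part added none. The paper's Tables S2 to S5 had been read before, so their values were known. Dctn4, Hbb-y and Hba-x were chosen after their values were seen, the last pair because they had the smallest p in their fit.

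Alternatives were DESeq2 1.42.0 in place of edgeR, no filter on low counts, an adjusted p of 0.1, the replicate block, doublets kept, clustering with the paper's genes, a resolution of 0.6, a minimum of 1000 UMIs per nucleus, 1 genotype at a time, the share of mitochondrial and ribosomal UMIs as a covariate, every sorted cell kept, the P14 replicate 3 libraries summed, and each library left out in turn. A further alternative split each microglial library into female and male cells, with sex as a covariate in DESeq2, as the paper did, without its sequencing batch, which its main text and tables do not give. The closing part of the text gives where they moved a result.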

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

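The tests of exchanged labels, of few microglia and carried-over RNA, of a whole exchange, of thinned counts and of the saline libraries were chosen after the result was seen. The tests of the dissection, of cluster names, of cytoplasmic RNA, of blood RNA, of the number of UMIs and of gene length were not. In 30 groups of 4 libraries, 3 single values stood apart from the others by Dixon's test, and chance gives about 1 in 20 groups.

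Interneurons made up 24.3% of the nuclei of wild-type saline replicate 1, far from the other 3 saline libraries. Clusters given other names in that library would not change the interneuron genes over all its nuclei, yet these genes were at 1143 CPM, 2.85 times the highest of the other 7 libraries, which argues against that explanation. A candidate explanation is a dissection that reached the ganglionic eminence: of 8 ventral and striatal genes, 7 were higher in this library than in each of the others, so the values it needs are there. The set was at 870 CPM, against 17.4 to 48.3 CPM in the other libraries. Among its genes, Ebf1 was at 690 CPM against at most 32.5 and Isl1 at 69.0 against at most 0.548, while Zic1 was not higher. Ebf1 is also on the list of Cajal-Retzius markers. The library is 1 of 2 in its group, so it weighs on each comparison with wild-type saline. Among these are the tests of interneurons, whose make-up may differ in that library. No biological explanation was tested.

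In the group labelled Csf1r-null, the library of saline replicate 2 had 0.123% microglia-like nuclei and 16.3 CPM summed over 12 microglial markers, far from the other 3 libraries. The library labelled wild-type MIA replicate 2 had nearly none of these, as had the 3 other Csf1r-null libraries. Genes near Csf1r, whose alleles travel with the targeted locus, were used to place both libraries. Of 82 such genes tested with the replicate number as a block, 5 parted the genotypes in the other 6 libraries. Of 10 placements 8 went against the genotype label, 5 for 1 library and 3 for the other. The clearest of them was Dctn4 (ENSMUSG00000024603, chromosome 18 from 60526185 to 60558766), with a mean of 254 CPM ± 10.5 (SD, n = 3) in the undisputed wild-type and 150.0 CPM ± 11.9 (SD, n = 3) in the undisputed Csf1r-null libraries. Dctn4 was at 172.2 CPM in the library labelled wild-type MIA replicate 2 and at 269.9 CPM in the library labelled Csf1r-null saline replicate 2. A low catch of microglia in 1 library and carried-over microglial RNA in the other would leave Dctn4 where the label puts it, so the value of 172.2 argues against that. An exchange of the genotype labels of both libraries may explain the pattern, as the values it needs are there in 8 of 10 placements. The 8 libraries were grouped in 18 ways, each fitted with the replicate number as a block. The grouping by exchanged genotype called 6 genes, with Dctn4 first and Cyth4 and Tyrobp next. The deposited genotype labels called 0. The exchanged grouping was prompted by the microglial RNA of these libraries, so calls of genes that microglia express would restate it. The grouping by treatment after a whole exchange called 1 gene, Hbb-y, the deposited treatment labels called 0, and the other 14 groupings called 0. Whether both libraries were exchanged as a whole, with their treatment, cannot be told apart from an exchange of genotype alone. The 20 genes that part MIA from saline best in the other 6 libraries were used, set against the 2 undisputed libraries of replicate 2, since levels differ between the replicates. Of 40 placements 24 went against the treatment label, 7 of 20 for the library labelled wild-type MIA replicate 2 and 17 of 20 for the library labelled Csf1r-null saline replicate 2. So both lay nearer to MIA, where a whole exchange needs 1 on each side, and the 2 reference libraries differ in genotype as well as in treatment, which keeps it open, and 1 called gene, a globin, does not settle it. Set against all 6 libraries, 13 and 14 of 20 went against the label. Table S1 of the paper lists wild-type MIA replicate 1 on more than 1 line and has no line for wild-type MIA replicate 2, so it does not help to place that library. The labels at the source of the files would settle it.

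Camera called 33 of 62 pairs of a gene set and a cell type in the difference between the MIA responses of wild-type and Csf1r-null nuclei, and fry called 0. The signs follow the labels as deposited, which the microglial genes contradict for 2 libraries, and an exact test with MIA labels permuted within genotype, which was not run, cannot give a p under 0.0556 with 2 libraries per group. A trend with gene length is argued against as the whole cause, though log2 changes rose with length in 7 of 7 cell types (Spearman's rho across genes, which are not independent replicates, 0.189 to 0.323): with the trend removed, the proteasome median in wild type over cell types was still -0.38. A different share of cytoplasmic RNA carried along with the nuclei could move these sets together. In 20 of 21 pairs of a cell type with the mitochondrial, ribosomal or oxidative phosphorylation set, the median fell in wild type like that of the proteasome. With that share as a covariate the proteasome median went from -0.48 to -0.32. Carried-over RNA and a response of the cells cannot be told apart here, because the share itself differs between the groups. For hemoglobin, free RNA from blood cannot be told apart from a change in the nuclei: hemoglobin in empty droplets of the wild-type replicate 1 libraries had a log2 ratio of MIA to saline of -0.45, against -0.72 in the nuclei. In the Csf1r-null libraries of that replicate the empty droplets gave -0.59 and the nuclei 0.87, and the replicate 2 files hold no empty droplets. These values for nuclei are sums over all nuclei and do not stand for neurons and progenitors. Fewer UMIs in Csf1r-null nuclei could also lower the number of genes there. The number of UMIs by itself did not settle this, as 5 of 7 cell types had fewer, with ratios of Csf1r-null to wild type between 0.510 in interneurons and 1.06 in SCPNs. With the wild-type libraries thinned to the Csf1r-null UMIs wherever these were fewer, edgeR still had at least 3.38 times as many genes at an unadjusted p under 0.05 in wild type as in Csf1r-null in each of the 7 cell types. This argues against UMIs as the cause of that gap. In each cell type Csf1r-null had fewer such genes than the share of 0.05 due where nothing changes. The gap thus does not measure the response. DESeq2 still called 12 genes in wild-type migrating neurons and between 13 and 48 in APs over 5 draws. In interneurons its 13 calls fell to at most 4, so there a lower number of UMIs cannot be told apart from a weaker response, because the calls depend on depth. The wild-type saline libraries could drive both responses. The genes of the paper's wild-type lists differed between the saline libraries of both genotypes by a ratio of 0.849 to the wild-type response, above the range of 0.368 to 0.617 in simulated counts with shared controls, so the values this explanation needs are there. The simulation drew each gene on its own, so genes that move together could widen that range, and the ratio does not settle it. A difference in the response of microglia-free cortex, which the design names, stays open beside these.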

How the results depend on the processing

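Chosen after seeing the data were the labels exchanged between the library labelled wild-type MIA replicate 2 and the library labelled Csf1r-null saline replicate 2, the same with the replicate block, and the E15.5 maturing-like cells with the cluster of MIA replicate 1 counted in. The fits with labels exchanged moved treatment along with genotype, and an exchange of genotype alone was not fitted. For every result that moved or changed sign, the cause was not tested unless a sentence says so. Over 25 comparisons and 365 alternatives, 294 kept their direction and their side of the threshold or stayed within the limit set for them, 1 passed its threshold only in the alternative and 70 moved. Over 31 named genes and 463 alternatives, 445 kept direction and side, 8 changed sign and 10 passed the threshold only in the alternative. This count holds no Csf1r-null values, of which 35 of 44 changed sign with a single library left out. Over 27 gene sets in microglia and 216 alternatives, 149 kept both, 10 changed sign, 20 no longer passed, 16 newly passed and 21 moved. With an adjusted p of 0.1 edgeR still called 0 genes in every comparison.

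DESeq2 called 77 pairs of gene and cell type in wild-type nuclei (75 lower), 2 genes in all E13.5 microglia, 1 in maturing-like and 3 in proliferating-like cells at E13.5 and 1 in homeostatic-like cells at P14, where edgeR called 0. With cells split by sex it called 6 genes in all E13.5 microglia, 11 in maturing-like, 3 in proliferating-like and 1 in Ms4a7-like cells, 5 in all E15.5 microglia, 1 in maturing-like cells at E15.5 and 2 in homeostatic-like cells at P14.

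Without a filter on low counts edgeR called 397 pairs in wild-type nuclei (330 lower), 9 in Csf1r-null nuclei and 34 in the interaction. It called 29 genes in maturing-like, 2 in proliferating-like and 8 in Ms4a7-like cells at E13.5, 18 in proliferating-like and 16 in Ms4a7-like cells at E15.5 and 41 in inflammatory-like cells at P14.

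With the replicate block edgeR called 247 pairs in wild-type nuclei (222 lower), 9 genes in all E13.5 microglia, 16 in maturing-like and 33 in proliferating-like cells at E13.5, 3 in maturing-like and 21 in Ms4a7-like cells at E15.5 and 5 in inflammatory-like cells at P14. Under the replicate block, 62.7% of the paper's wild-type pairs moved the same way in Csf1r-null nuclei, against 58.6% without it. The block turned Plek at P14 to -0.28 and the oxidative phosphorylation set at P14 to -0.0091, from 0.03 and 0.09. In the nuclei the block also takes up the software version, the gene list and the barcode filter. Between the saline libraries of both genotypes, with no MIA, edgeR called 0 pairs with 4387 at an unadjusted p under 0.05. In the alternatives it called 155 with the replicate block, 329 with no filter on low counts, 194 without wild-type saline replicate 2 and 547 with labels exchanged and the replicate block, and DESeq2 called 34. These counts are of the same order as those for MIA in wild type. Both comparisons share the wild-type saline libraries, which by itself makes such counts alike. For edgeR in these alternatives, no count without a genotype difference was simulated.

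With the mitochondrial and ribosomal share as a covariate edgeR called 13 pairs in wild-type nuclei, 3 in Csf1r-null nuclei and 8 in the interaction, and Banf1 in APs turned to 0.0675 from -0.40. With both labels exchanged, treatment included, it called 0 pairs in wild type and 1 in Csf1r-null nuclei. With the replicate block added to that exchange, it called 292 in wild type (242 lower), 15 in Csf1r-null nuclei and 3 in the interaction. The share of the paper's wild-type pairs that moved the same way in Csf1r-null nuclei was 47.6% with labels exchanged and 50.3% with the block added, 51.3% (51.25) with 1000 UMIs per nucleus and 65.2% with doublets kept. The difference in microglia-like nuclei between genotypes was 0.153 percentage points with labels exchanged, against 0.0914 as deposited. With 1000 UMIs, 0 cell type shares reached the smallest exact p, against 1. The resolution of 0.6 was run for shares of cells alone and left this number at 1 for nuclei and 0 for microglia at each age, and the difference in microglia-like nuclei at 0.0914. Of 75 gene set tests of MIA against saline that camera called, fry called 0, and it called 0 of the 33 in the interaction and of the 34 between the saline groups. With the replicate 3 libraries of P14 summed, Plek was -0.0917.

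Each library was left out in turn. Where this left a group with 1 library, that lone library is assumed to vary like those of the other groups. The number of pairs called lay between 0 and 255 in wild-type nuclei, the highest without wild-type saline replicate 2, and between 0 and 19 in the interaction, the highest without the same library. At E13.5 it lay between 0 and 6 in all microglia, between 0 and 10 in maturing-like and between 0 and 10 in proliferating-like cells, each highest without MIA replicate 3, and between 0 and 1 in Ms4a7-like cells, highest without saline replicate 1. At E15.5 it lay between 0 and 1 in all microglia and in maturing-like cells, highest without saline replicate 1, and between 0 and 2 in Ms4a7-like cells, highest without saline replicate 3. In inflammatory-like cells at P14 it lay between 0 and 2, highest without saline replicate 2. The share of the paper's wild-type pairs that moved the same way lay between 99.5% (without wild-type saline replicate 2) and 100% in wild type, and in Csf1r-null nuclei between 16.8% (without Csf1r-null MIA replicate 1) and 88.9% (without Csf1r-null MIA replicate 2). Between 1 and 2 cell type shares of nuclei reached the smallest exact p, with 2 without wild-type MIA replicate 1, Csf1r-null saline replicate 1 or Csf1r-null MIA replicate 2. For microglial substates between 0 and 1 did so at each age, with 1 without E13.5 MIA replicate 3, E15.5 MIA replicate 2, E15.5 saline replicate 1, P14 MIA replicate 1 or P14 saline replicate 1. Camera called between 68 and 104 gene sets for MIA against saline, against 75.

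Some signs changed with a single library. Gm42418 at E15.5 lay between -0.20 (without MIA replicate 3) and 1.32, Psme2 between -0.448 and 0.0925 (without saline replicate 1), and Plek at P14 between -0.15 (without MIA replicate 1) and 0.29 (without saline replicate 1). Plek was also lower without the female (-0.11) or the male (-0.07) library of saline replicate 3. At E13.5 the ribosomal set lay between -0.130 and 0.0403 (without MIA replicate 2), and it was 0.01 without saline replicate 3. At E15.5 the interferon set lay between -0.29 and 0.24 (without saline replicate 2), the mitochondrial set between -0.10 (without MIA replicate 3) and 0.50, the oxidative phosphorylation set between -0.24 and 0.15 (without saline replicate 1) and the proteasome set between -0.24 and 0.11 (without saline replicate 1). Without MIA replicate 3 the oxidative phosphorylation set was at 0.0018. At P14 the histone set lay between -1.04 and 0.0241 and the mitochondrial set between -0.0385 and 0.179, with the signs turned without MIA replicate 2.

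The Apoe-like microglia of P14 had no cluster as clustered here and so no value. Such a cluster arose with doublets kept (1769 cells) and with the paper's genes in the clustering (21 cells), and it was not tested. Depth limits the rare classes: the 31 microglia-like nuclei allow no test of their expression, and a library with 0 of them still allows up to 0.0684%. The interaction tests found few simulated changes, so 0 calls there say little.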

Differences from the paper's values

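For nuclei, the paper's test took nuclei as observations with a random effect of the sample, and libraries were the replicates here. The paper's lists used an adjusted p of 0.05 for nuclei and of 0.1 for microglia. With the threshold of 0.1 edgeR called 0 genes in each comparison. The adjusted p values of Table S2 follow Holm's rule in 1121 of 1121 wild-type pairs, which is stricter than the Benjamini-Hochberg adjustment used here, so the numbers of genes are not on the same footing. The copy of Table S2 at hand holds Csf1r-null lists for 3 of the 7 cell types, and no count was compared with them. Its fold changes for nuclei are natural logarithms and were put on the log2 scale before any comparison. A count was taken to differ where 1 value was more than 1.5 times the other, and a log2 fold change where the signs differed or the gap was larger than the error. Of 6 cell numbers 0 differed, and of 31 log2 fold changes 3 did.

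The paper's lists for wild-type nuclei hold 1121 pairs of gene and cell type, and edgeR called 0 here. None of the alternatives set before the data were examined came within the limit: 397 with no filter on low counts, 255 without wild-type saline replicate 2, 247 with the replicate block, 77 by DESeq2 and fewer in the others. Of the paper's pairs, DESeq2 called 39 in APs, 10 in migrating neurons and 12 in interneurons.

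For E13.5 the paper's lists hold 122 genes for all microglia, 164 for maturing, 6 for proliferating and 1 for Ms4a7-expressing microglia, and edgeR called 0 in each. For Ms4a7-expressing microglia, 1 gene was called without saline replicate 1 and by DESeq2 with cells split by sex, and the other alternatives set at the start still differed. The paper's gene could not be tested in edgeR's main fit and was not the gene that DESeq2 called. That match by DESeq2 is thus in number only. For the other 3 lists no alternative set at the start came within the limit. For proliferating microglia DESeq2 called 3, also with cells split by sex, and edgeR 33 with the replicate block and 10 without MIA replicate 3. DESeq2 with cells split by sex, the setting nearest to the paper's description, called 2 of the paper's genes for all microglia and 3 for maturing microglia. It called 0 of those for proliferating and 0 of those for Ms4a7-expressing microglia.

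For E15.5 the paper's lists hold 59 genes for all, 62 for maturing, 20 for proliferating and 2 for Ms4a7-expressing microglia, and edgeR called 0 in each. At both ages the list for proliferating microglia was read from a sheet named Immature, a match inferred here. With no filter on low counts 18 genes were called for proliferating microglia, and without saline replicate 3, 2 for Ms4a7-expressing microglia, both within the limit, while the other alternatives set at the start for these lists still differed. For all and for maturing microglia no alternative set at the start came within it. DESeq2 with cells split by sex called 4 of the paper's genes for all microglia and 1 for maturing microglia. It called 0 of those for proliferating and 0 of those for Ms4a7-expressing microglia.

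For P14 the paper's lists hold 21 genes for all, 19 for homeostatic and 2 for inflammatory microglia, and edgeR called 0 in each. Without saline replicate 2, 2 genes were called for inflammatory microglia, and the other alternatives set at the start still differed. For the other lists none came within the limit. Of the paper's genes for homeostatic microglia DESeq2 called 1, and 2 with cells split by sex. Of those for all and for inflammatory microglia it called 0 in either setting.

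For Hes1 in all P14 microglia the paper's log2 fold change is -0.59, and the value here was -0.32. It fell within the limit with the replicate block (-0.58), with the replicate 3 libraries summed (-0.40), and without the female (-0.39) or male (-0.43) library of saline replicate 3 or MIA replicate 1 (-0.46). It still differed by DESeq2 (-0.33), with cells split by sex (-0.21), with no filter (-0.32), doublets kept (-0.35) or every cell kept (-0.31), and without saline replicate 1 (-0.23), saline replicate 2 (-0.23) or MIA replicate 2 (-0.20).

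For Plek in all P14 microglia the paper's log2 fold change is -0.289, and the value here was 0.0281. It fell within the limit with the replicate block (-0.28), with the replicate 3 libraries summed (-0.09) and without the female (-0.11) or male (-0.07) library of saline replicate 3 or MIA replicate 1 (-0.15). Under the other alternatives set at the start it lay between 0.02 and 0.29 and differed.

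For Hba-a1 in wild-type CPNs the paper's value is -1.32 on the log2 scale, and the value here was -0.83. It fell within the limit with 1000 UMIs per nucleus (-1.20), with the mitochondrial and ribosomal share as a covariate (-1.10), and without wild-type saline replicate 2 (-1.09) or wild-type MIA replicate 2 (-1.05). The other alternatives set at the start, DESeq2 (-0.82) and the replicate block (-0.87) among them, still differed.

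The paper describes Apoe-expressing microglia at P14 and Ccl3-expressing microglia among embryonic substates, and no cluster here met these marker lists. An Apoe-like cluster did arise with doublets kept (1769 cells) and with the paper's genes in the clustering (21 cells). The paper states that the microglial cluster of wild-type nuclei is nearly absent in Csf1r-null nuclei, and here the library labelled Csf1r-null saline replicate 2 held 7 such nuclei and the library labelled wild-type MIA replicate 2 held 0, while the other 6 libraries followed the paper. At E15.5 the paper reports electron transport among raised processes in proliferating microglia, and the oxidative phosphorylation set over all microglia, a wider group, was at -0.08, or 0.15 without saline replicate 1. Of the paper's list for proliferating microglia, 20 of 20 genes moved in its direction in proliferating-like cells. The 13 mitochondrial genes were raised, by a mean of 0.26. ER stress genes, which the paper reports as lowered in maturing microglia, were at -0.01 over all microglia, a wider group, and the proteasome set was at -0.09.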

Other observations

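Chosen after the result was seen were the tests of UMIs per cell in E15.5 MIA replicate 1, of both explanations for the grouping of the E13.5 libraries, of other splits of the libraries, of sex as a covariate and of hemoglobin at P14. The tests of immediate early genes, of hemoglobin at E15.5, of Lars2 and of sex-linked genes were not.

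Of the microglia of E15.5 MIA replicate 1, 82.7% lay in a pair of clusters that other libraries hardly entered, 1 of them led by Fos and Egr1. Fewer UMIs per cell would not give this, as the median of that library, 8864, lay inside the range of the other 5, 8482.5 to 11721. Immediate early genes switched on while the sample was handled may explain it. Summed over 12 such genes, microglia of that library had 1449 CPM against 402 to 485 in the other 5 libraries. Neuronal-like cells of that library, which the same handling would reach, had 871 CPM against 387 to 706, a ratio of 1.23 to the highest of the others. That excess is small beside the spread of the other 5 libraries. RNA carried over from the microglia of that library was not measured, so the neuronal-like cells do not settle it. A response of the embryos of that pool to MIA stays open, untested. With that cluster counted as maturing-like, edgeR still called 0 genes in maturing-like cells at E15.5.

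At E13.5, saline 1, MIA 1 and MIA 2 stood apart from the other 3 libraries, and a split of the 6 libraries along that line called 1034 genes. Border macrophages in these pools are argued against as the whole cause, because the same split called 359 genes inside the maturing-like cells alone. The 3 libraries also held few microglia, at most 1098 against at least 1719 in the others, so the values that a link to few cells needs are there, and it may act through the state of the pools or the capture. The files name no batch for these libraries, and no biological explanation was tested.

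The interferon response genes at E13.5 were higher after MIA by a mean of 0.63, and 1 or 2 libraries that differ in another way could give as much. Of 10 splits of the 6 libraries, 3 gave as large a mean, the real one included. The largest, 1.03, came from saline 1, MIA 1 and MIA 2 against the others, the line that also parts libraries with few cells. Without MIA replicate 3 the mean was 0.98 and without MIA replicate 1 0.35.

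For the number of called genes at E13.5 and E15.5, over all microglia and in maturing-like, proliferating-like and Ms4a7-like cells, 10 of 10 splits called as many as the real one. The same held for the difference between the ages, with 40 of 40 splits within age. The real splits called 0 genes, which fixes these outcomes, so they say nothing about chance. For gene sets called by camera, 9 of 10 splits called as many at E13.5 and 2 of 10 at E15.5. Among 10 splits a share under 0.05 is out of reach, so chance cannot be excluded for these sets. At E15.5, where the replicate numbers pair the libraries, the replicate block called 0 genes over all microglia and in proliferating-like cells, 3 in maturing-like and 21 in Ms4a7-like cells.

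Hemoglobin genes were lower after MIA in E15.5 and P14 microglia, and whether microglia express them was not tested. At E15.5, red blood cells or their free RNA in single saline libraries may explain it: 2 of the 3 saline libraries held 95.8% of the hemoglobin in saline, and the other lay within the range of the MIA libraries, so the values it needs are there. The saline libraries had 89.0, 1241 and 767 CPM and the MIA libraries 71.5, 161 and 44.6, in the order of their replicate numbers. These numbers pair the libraries of this age, and the MIA library was the lower in each pair. Blood in single saline libraries does not require that, so a difference between the groups stays open. At P14, 2 of the 4 saline libraries held 86.5%, with 1815 CPM in the female library, 417, 325 and 21.9 in the other saline libraries and 98.3 and 3.98 after MIA. With 2 MIA libraries, blood in single libraries cannot be told apart from a difference between the groups.

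Lars2, lower after MIA at P14, may take up reads of ribosomal RNA. It followed Gm42418 over the 6 libraries with r = 0.967 (exact permutation p = 0.0222) and a Spearman rho of 0.771 (exact permutation p = 0.103), but r was 0.187 without the 2 libraries farthest out. With AC149090.1, the other such locus, r was 0.262 (exact permutation p = 0.647) and rho 0.143 (exact permutation p = 0.803), and r was 0.418 without the 2 farthest libraries. Reads of ribosomal RNA and a change in Lars2 cannot be told apart, as the relation rests on 2 libraries.

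A different share of female cells between the pools of microglia could add to the genes called. Over the comparisons of all microglia at 3 ages, 3 sex-linked genes, Ddx3y, Kdm5d and Uty, all at E13.5, had an unadjusted p under 0.05 in edgeR. Cells with Xist or Tsix made up 46.4%, 24.1% and 6.78% of the E13.5 saline libraries and 42.3%, 31.6% and 35.5% of the MIA libraries. With each library split by sex and sex as a covariate, the 7 calls of a gene in a cell group that DESeq2 made without it all stayed, 0 of them sex-linked. Their log2 fold changes were between 0.926 and 1.08 times those without it, which argues against sex as the cause of these calls. The higher number of calls in that fit is no evidence, since the female and male cells of a library are not independent. For genes called by edgeR only with the replicate block or with no filter on low counts, sex and treatment cannot be told apart, because those fits held no term for sex.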
